# Transcriptome profiling of the rumen epithelium of beef cattle differing in residual feed intake

**DOI:** 10.1186/s12864-016-2935-4

**Published:** 2016-08-09

**Authors:** Rebecca S. G. Kong, Guanxiang Liang, Yanhong Chen, Paul Stothard, Le Luo Guan

**Keywords:** Feed efficiency, Residual feed intake, RNA-sequencing, Beef cattle, Rumen epithelium, Transcriptome

## Abstract

**Background:**

Feed efficient cattle consume less feed and produce less environmental waste than inefficient cattle. Many factors are known to contribute to differences in feed efficiency, however the underlying molecular mechanisms are largely unknown. Our study aimed to understand how host gene expression in the rumen epithelium contributes to differences in residual feed intake (RFI), a measure of feed efficiency, using a transcriptome profiling based approach.

**Results:**

The rumen epithelial transcriptome from highly efficient (low (L-) RFI, *n* = 9) and inefficient (high (H-) RFI, *n* = 9) Hereford x Angus steers was obtained using RNA-sequencing. There were 122 genes differentially expressed between the rumen epithelial tissues of L- and H- RFI steers (*p* < 0.05) with 85 up-regulated and 37 down-regulated in L-RFI steers. Functional analysis of up-regulated genes revealed their involvement in acetylation, remodeling of adherens junctions, cytoskeletal dynamics, cell migration, and cell turnover. Additionally, a weighted gene co-expression network analysis (WGCNA) identified a significant gene module containing 764 genes that was negatively correlated with RFI (*r* = −0.5, *p* = 0.03). Functional analysis revealed significant enrichment of genes involved in modulation of intercellular adhesion through adherens junctions, protein and cell turnover, and cytoskeletal organization that suggest possible increased tissue morphogenesis in the L-RFI steers. Additionally, the L-RFI epithelium had increased expression of genes involved with the mitochondrion, acetylation, and energy generating pathways such as glycolysis, tricarboxylic acid cycle, and oxidative phosphorylation. Further qPCR analysis of steers with different RFI (L-RFI, *n* = 35; M-RFI, *n* = 34; H-RFI, *n* = 35) revealed that the relative mitochondrial genome copy number per cell of the epithelium was positively correlated with RFI (*r* = 0.21, *p* = 0.03).

**Conclusions:**

Our results suggest that the rumen epithelium of L-RFI (efficient) steers may have increased tissue morphogenesis that possibly increases paracellular permeability for the absorption of nutrients and increased energy production to support the energetic demands of increased tissue morphogenesis compared to those of H-RFI (inefficient) animals. Greater expression of mitochondrial genes and lower relative mitochondrial genome copy numbers suggest a greater rate of transcription in the rumen epithelial mitochondria of L-RFI steers. Understanding how host gene expression profiles are associated with RFI could potentially lead to identification of mechanisms behind this trait, which are vital to develop strategies for the improvement of cattle feed efficiency.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2935-4) contains supplementary material, which is available to authorized users.

## Background

Feed is one of the major costs in beef cattle production, accounting for approximately 70 % of total expenditures [1]. As feed price continues to rise due to factors such as human population growth and decreasing amount of arable land [2], beef cattle feed efficiency has become an increasingly important contributor to reduce the cost of production. Recent efforts in the selection of feed efficient cattle have been focused on residual feed intake (RFI), a measure of feed efficiency that is independent of growth and body weight [3]. The RFI of an individual is calculated as the difference between actual feed intake and expected feed intake based on maintenance and growth requirements [4]. Animals with low (negative) RFI (L-RFI) are considered feed efficient because they consume less feed than expected whereas animals with high (positive) RFI (H-RFI) are feed inefficient due to consuming more feed than expected [4]. Selection for L-RFI animals would not only reduce cost of production, but also decrease the environmental footprint because they produce 28 and 15 % less methane [5] and manure [6], respectively, than H-RFI animals.

Variation in RFI may be due to differences in many biological processes that are influenced by genetic and environmental factors. Physiological processes that have been found to contribute to variation in RFI include those associated with feed intake, digestion, metabolism, activity, and stress [7, 8]. Genetic selection and improvement of RFI is possible since RFI is a moderately heritable trait (0.28 to 0.45) [3, 9, 10], however, the molecular mechanisms underlying RFI are largely unknown. Because variation in RFI is due to differences in many processes, multiple genes from various pathways are likely involved [11–13]. Discovering differences at the molecular level may potentially lead to identification of biomarkers for use in the selection of L-RFI (feed efficient) animals.

In ruminant animals, such as cattle, the rumen may play an important role in feed efficiency. It is the main site of microbial feed digestion and fermentation that produces short-chain fatty acids (SCFAs), which are a major energy source for cattle accounting for up to 80 % of total energy requirements [14, 15]. SCFAs are mainly absorbed from the rumen [16] and metabolized within the rumen epithelium, liver and peripheral tissues to generate energy for use in maintenance, growth and activity [17, 18]. Studies have indicated that SCFAs are absorbed by both simple diffusion [16] and protein-mediated transport through bicarbonate - dependent and - independent mechanisms [19]. Moreover, ketogenic enzymes within the mitochondria of the rumen epithelium play a crucial role in the metabolism of SCFAs, to produce ketone bodies that are an important circulating source of energy throughout the body [20, 21].

Differences in the ability of the rumen epithelium to absorb and metabolize SCFAs may be associated with variation in feed efficiency. Therefore, the objective of this study was to investigate differences in gene expression between the rumen epithelial tissues of feed efficient and inefficient beef cattle using RNA-sequencing (RNA-seq) technology and bioinformatics. We hypothesized that the rumen epithelium of L-RFI (efficient) animals would have greater expression of genes involved in absorption and metabolism of energetic substrates such as SCFAs.

## Methods

### Animals and rumen tissue collection

Hereford x Aberdeen Angus hybrid steers (*n* = 175) were born in the spring of 2006 and raised at the University of Alberta Roy Berg Kinsella Research Station (Alberta, Canada) in accordance with the Canadian Council of Animal Care guidelines [22]. The University of Alberta Animal Care and Use Committee for Livestock approved the experimental protocols (Moore-55-2006).

Steers were under feedlot conditions while feed intake data was collected using the GrowSafe automated feeding system (GrowSafe Systems Ltd., Airdrie, Alberta, Canada). The finishing diet was fed for 90 days and was composed of 56.7 % barley, 28.3 % oats, 10 % alfalfa pellets, and 5 % feedlot supplement (32 % crude protein beef supplement containing Rumensin (400 mg/kg) and 1.5 % canola oil). After slaughter, a 4-cm^2^ piece of rumen tissue was obtained from the central region of the ventral sac and rinsed with sterilized PBS buffer (pH = 6.8) before being placed in a 50 mL tube containing RNAlater solution (Invitrogen, Carlsbad, CA). The samples were then stored at −80 °C until further processing.

RFI values of all steers were calculated as described by Nkrumah et al. (2006) [5] and classified as L-RFI (feed efficient; RFI < −0.5), medium RFI (M-RFI; −0.5 ≤ RFI ≤ 0.5), or H-RFI (feed inefficient; RFI > 0.5), which have been reported by Durunna et al. 2011 [23]. The rumen epithelial tissues were collected from all animals when they were slaughtered and the rumen epithelia from the most extreme L-RFI (*n* = 9; RFI = −1.4 to −2.33 kg/day) and H-RFI (*n* = 9; RFI = 1.32 to 3.23 kg/day) steers (Additional file 1) were selected for transcriptome analysis using RNA-seq.

### RNA extraction and sequencing

After thawing, rumen tissue was placed on a petri dish and papillae (~80 mg) were obtained using sterile scissors and scalpels. The total RNA was extracted from the papillae using mirVana kit (Ambion, Austin, TX) according to the manufacturer’s instructions. RNA integrity of the total RNA samples was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and Nanodrop 2000c spectrophotometer (Thermo Scientific, Wilmington, DE) was used to measure the concentration and purity. Only samples with RNA integrity greater than 7 were subjected to RNA-seq library construction.

For each of the 18 samples, a cDNA library was generated from 100 ng of total RNA following the protocol of the TruSeq RNA Sample Preparation v2 kit (Illumina, San Diego, CA). First, total RNA was fragmented and cDNA was synthesized through reverse transcription. The resulting double-stranded cDNA was then subjected to end repair and 3’-end adenylation before ligation of index adapters. Libraries were amplified by 15 cycles of PCR, then validated with the Agilent 2200 TapeStation (Agilent Technologies) and quantified with a Qubit fluorometer using a Qubit dsDNA HS Assay Kit (Invitrogen, Carlsbad, CA). The individual indexed libraries were then pooled and sequenced in five lanes on the Illumina HiSeq 2000 system at the McGill University and Genome Quebec Innovation Centre (Quebec, Canada) to obtain high-quality, 100-bp paired-end reads (Average Phred quality score ≥ 33).

### Transcriptome mapping

We used the software package TopHat2 (v2.0.9) [24] with Bowtie2 (v2.1.0) [25] to align the high-quality RNA-seq reads to the bovine reference genome, UMD3.1 (Ensembl v83.31). Samtools (v1.1) [26] was used to sort the BAM alignment files that were generated from TopHat2 by name and these sorted BAM files were converted to SAM files for input to HTSeq-count (v0.6.1) [27], which is a software tool that counts the number of reads per gene using the Ensembl (v83.31) bovine gene annotation.

### Differential gene expression and principal component analysis

Differential gene expression analysis was performed using the Bioconductor (v3.0) [28] package DESeq2 (v1.6.2) [29] in the R statistical software program (v3.1.2) [30]. Firstly, DESeq2 normalized gene count data using the relative log expression method based on “size factors” to account for RNA-seq library size differences and dispersion estimates were calculated. Then, pairwise comparison of expression was made between the L-RFI and H-RFI group for every gene based on a negative binomial model. Fold changes were obtained along with their associated p-values. The Benjamini Hochberg method (B-H) was used to control the false discovery rate (FDR) by adjusting p-values to correct for multiple testing. A gene was defined as differentially expressed (DE) between the L-RFI and H-RFI group if it had a B-H adjusted p-value (FDR) less than 0.05.

DESeq2 was also used for Principal Component Analysis (PCA) to cluster samples based on gene expression data. Firstly, count data was normalized based on library size and regularized log transformed. The top 500 genes with the most variance (i.e. Largest standard deviations) were compared between samples to calculate principal components in order to view clustering in two dimensions.

### Weighted Gene Co-expression Network Analysis (WGCNA)

The WGCNA R software package (v1.41.1) [31] was used to identify modules containing genes that are co-expressed and correlated with the RFI trait. Gene expression data was firstly filtered by keeping genes with at least one read in 50 % of the samples, then normalized by count per million reads (CPM) and Log2 transformed (Log2(CPM + 1)). Removal of the very lowly expressed genes resulted in 14,916 genes for input to WGCNA. 

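The same filter, at least 1 read in at least 9 of the 18 libraries, kept 17188 of the genes in the deposited libraries.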

Unsigned, weighted correlation network construction and module detection was performed using the automatic one-step function, blockwiseModules. The resulting gene modules were assigned color names by the software and Module-Trait relationships were calculated by Pearson correlation. Modules with statistically significant (*p* < 0.05) correlations were selected for downstream analysis as potential biologically interesting modules associated with the RFI trait. Additionally, a hierarchical clustering dendrogram of samples and trait heatmap was created using unfiltered, Log2CPM data. Sample clustering was based on Euclidean distance and the traits used in the heatmap were residual feed intake (RFI), dry matter intake (DMI), metabolizable energy intake (MEI), birth weight (BirthWT), weaning weight (WeanWT), metabolic mid-weight (MWT), end weight (EndWT), carcass weight (CWT), and average daily gain (ADG).

### Functional gene annotation

Ensembl gene ID lists were converted to gene names and symbols using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) [32, 33] and the R/Bioconductor package, biomaRt (v2.22.0) [34]. DAVID and Ingenuity Pathway Analysis (IPA; QIAGEN Redwood City, www.qiagen.com/ingenuity) were used for functional annotation of DE genes and WGCNA gene modules. In DAVID, we examined genes for enrichment in functional categories such as SP_PIR_Keywords and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways [35, 36]. To correct for multiple testing in DAVID, p-values were adjusted using B-H correction. Biological terms were considered significant if the adjusted p-value was less than 0.05. The genes input to IPA were compared to the manually curated Ingenuity knowledge base to find significantly enriched canonical pathways, and cellular and molecular processes. Statistical significance (*p* < 0.05) was calculated using the right-tailed Fischer’s Exact Test and B-H corrected for multiple testing.

The identified core transcripts (i.e. genes with at least one read in every sample) were input to the Protein Annotation Through Evolutionary Relationship (PANTHER) [37] gene list analysis tool to determine the core functions of the rumen epithelium. Functional classification of genes in categories such as molecular function and biological process was based on Gene Ontology (GO) annotations.

### Quantitative real-time PCR (qPCR) validation of selected differentially expressed genes

To validate the identified DE genes from RNA-seq, total RNA was extracted from rumen papillae of 30 L-RFI samples (RFI = −0.51 to −2.33 kg/day) and 27 H-RFI samples (RFI = 0.66 to 3.23 kg/day), respectively. Primers targeting five selected DE genes including Trans-2,3-Enoyl-CoA Reductase (*TECR*), Cytochrome C Oxidase Subunit VIIIA (*COX8A*), Solute Carrier Family 25 Member 39 (*SLC25A39*), Pyruvate Kinase M2 (*PKM2*) and Triosephosphate Isomerase 1 (*TPI1*) were designed using Primer-BLAST (NCBI, Bethesda, MD), Primer Express software (Applied Biosystems, Foster City, CA) or obtained through literatures. The specificity of primers was checked with BLAST (NCBI) and the UCSC In-Silico PCR program [38]. Table 1 lists the housekeeping gene (endogenous control) and the five DE genes selected for qPCR validation along with their GenBank accession number, primer sequences, product length and functional pathway.

**Table 1:** Gene name, accession number, functional pathway, primer sequences, and product length of qPCR validated genes

Gene name (symbol)	GenBank accession number	Functional pathway	Forward and reverse primer sequence (5'-3')	Product length (bp)	Reference
Triosephosphate Isomerase 1 (*TPI1*)	NM_001013589	Glycolysis, Gluconeogenesis, Acetylation	Fwd: GGGAGGAAGAACAATCTGGGG	107	This study
			Rev: GCGAAGTCAATGTAGGCGGT		
Trans-2,3-Enoyl-CoA Reductase (*TECR*)	NM_001034748	Biosynthesis of unsaturated fatty acids, Acetylation	Fwd: CCAAGGGCAAGTCCCTGAAG	82	This study
			Rev: AGGTCCCGGAAGTAGAGTGT		
Cytochrome C Oxidase Subunit VIIIA (*COX8A*)	NM_174024	Oxidative Phosphorylation	Fwd: TTTGACTTCGCGACCTTGG	60	This study
			Rev: TTACGGCACGGAGTAGACTG		
Solute Carrier Family 25 Member 39 (*SLC25A39*)	NM_001075415	Mitochondrial substrate/solute carrier	Fwd: AGCTAATGCCTCCCTCCAGA	54	This study
			Rev: GGCACTTCCATTTGGCGTAG		
Pyruvate Kinase M2 (*PKM2*)	NM_001205727	Glycolysis, Gluconeogenesis	Fwd: TGTCACCCATTACCAGCGAC	130	This study
			Rev: TATCTGGCCACCTGATGTGC		
SUZ12 polycomb repressive complex 2 subunit (*SUZ12*)	NM_001205587	Endogenous control	Fwd: CATCCAAAAGGTGCTAGGATAGATG	160	[62]
			Rev: TGGGCCTGCACACAAGAATG		

All samples were analyzed in triplicate during qPCR using the StepOnePlus Real-Time PCR System (Applied Biosystems). Each reaction contained 10 μL Fast SYBR® Green Master Mix (Applied Biosystems), 1 μL forward primer (20 pmol/μL), 1 μL reverse primer (20 pmol/μL), 7 μL nuclease-free water, and 1 μL cDNA template (2.5 ng/μL). The amplification program consisted of preincubation at 95 °C for 20 s followed by 40 cycles of denaturation at 95 °C for 3 s and annealing/extension at 64 °C for 30 s. Melting curve analysis was performed to confirm single product amplification. The expression of three housekeeping genes (*RPS18* (Ribosomal Protein S18), *GAPDH* (Glyceraldehyde 3-phosphate dehydrogenase), *SUZ12* (SUZ12 polycomb repressive complex 2 subunit)) was tested in this study using NormFinder [39] and PROC MIXED procedure of SAS (v9.2; SAS Institute Inc., Cary, NC). We chose *SUZ12* because it was the most stably expressed between and within the two groups. For each sample, the expression of each targeted gene was presented as ΔCt, which was obtained by subtracting the average Ct (Cycle threshold) of the *SUZ12* housekeeping gene from the average Ct of the target gene. A low ∆Ct indicates higher expression and vice versa. An unpaired t-test in SAS (SAS Institute Inc.) was used to analyze whether a gene showed significant difference between RFI groups.

### DNA Extraction

Total DNA was extracted and used to quantify the relative mitochondrial genome copy numbers. The DNA was extracted from the rumen papillae (~80 mg) of 104 animals (35 L-RFI, 34 M-RFI, 35 H-RFI) using a bead beating, phenol-chloroform method as described by Li et al., 2012 [40]. Briefly, each sample was placed in a 2-mL microcentrifuge tube containing zirconium beads (0.3 g; 0.1 mm diameter) and washed twice with 1 mL of TN150 buffer (10 mM Tris–HCl [pH 8.0], 150 mM NaCl) by vortexing and centrifugation at 14,600 g for 5 min at 4 °C. The tissue was then resuspended in 1 mL of TN150 and the Mini-BeadBeater-8 (BioSpec products, Bartlesville, OK) was used to mechanically disrupt cells at 5000 rpm for 3 min. After bead beating, samples were immediately placed on ice and washed two times by phenol and chloroform-isoamyl alcohol (24:1). The DNA was then precipitated at −20 °C overnight using cold 100 % ethanol and 3 M sodium acetate. After precipitation, DNA was washed two times with 70 % ethanol and dissolved in 30 μL nuclease-free water. The DNA concentration and quality was measured using Nanodrop (Thermo Scientific).

### qPCR determination of relative mitochondrial DNA copy number per cell

The relationship between RFI and the relative copy number of mitochondrial DNA (mtDNA) per cell of the rumen epithelium was performed using correlation analysis. The ratio of mtDNA to nuclear DNA (nDNA) was used to determine the relative copy number of mtDNA per cell. We selected the *ND1* (NADH dehydrogenase subunit 1) gene as the mtDNA target (GenBank accession number: NC_006853, Location: 3101–4056) and the single copy, *DDX3Y* (DEAD box polypeptide 3, Y-linked) gene as the nDNA target (GenBank accession number: AC_000187, Location: 3458510–3468728,). The *ND1* primer sequences used to amplify a 200 bp product were 5-GAACCACTACGACCCGCTACA-3 (forward), 5-GAGTTGGAAGCTCAGCCTGATC-3 (reverse) and the *DDX3Y* primer sequences used to amplify a 136 bp product were 5-ATCGTGGGCGGAATGAGTGT-3 (forward), 5-CTTGGTGGAAGCGGTTTTGA-3 (reverse) [41].

For qPCR, a standard curve was generated for both the mtDNA and nDNA. First, PCR was performed on pooled DNA to amplify mtDNA and nDNA separately. The PCR mix contained 50 ng/μL DNA along with 10X PCR buffer, 50 mM MgCl_2_, 10 mM dNTP, 20 pmol of each primer, Taq polymerase, and nuclease-free water to a final volume of 50 μL. The PCR program consisted of 1 cycle 94 °C for 5 min, 30 cycles of 94 °C for 30 s, 62 °C for 30 s, 72 °C for 30 s and 1 cycle of 72 °C for 7 min with hold at 4 °C. Each PCR product was then subjected to agarose gel electrophoresis in order to excise DNA bands for purification using the QIAquick Gel Extraction Kit (Qiagen). The concentration of the purified mtDNA and nDNA was measured by Nanodrop (Thermo Scientific) and an eight-point standard curve with 10 fold dilutions was created for each. DNA copy number of the standard curve points was calculated as described by Speicher and Johnson (2012) [42]. Expression of mtDNA and nDNA within 104 samples (35 L-RFI, 34 M-RFI, 35 H-RFI) was then analyzed by qPCR along with their respective standard curve using an annealing temperature of 62 °C. DNA copy number within samples was extrapolated from the standard curve and all samples and standard curves were analyzed in triplicate. A one-way ANOVA was performed in SAS (SAS Institute Inc.) to compare RFI groups. Also, a Pearson correlation analysis of relative mitochondrial DNA copy number per cell and RFI was performed in SAS (SAS Institute Inc.) and R [30].

## Results

### Identification of the rumen epithelial transcriptome

On average there were 42 million high-quality, paired reads generated per sample (mean ± SD = 41,991,418 ± 6,835,817) from RNA-seq and the overall read alignment rate to the bovine reference genome was 85 ± 3.72 %. 

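The deposited data hold 1 library for each of 20 steers, and 18 of these are the steers listed in Additional file 1 (9 L-RFI and 9 H-RFI). The libraries of steers 281 and 345 are outside that list and were left out of all comparisons between groups. The authors deposited counts per 1000000 reads (CPM) for each Ensembl gene, which they obtained by aligning reads to UMD3.1 with TopHat2 and counting them per gene with HTSeq-count. Each column carries a short code, from AD011 to CD012, which is explained neither in the paper's text nor in the sample labels. All CPM values above 0 (100.0%) were whole multiples of the smallest value in their library, so the counted reads could be recovered. The reads counted on genes ranged from 10319069 to 13407754 per L-RFI library (median 11860809) and from 10140664 to 13960297 per H-RFI library (median 11805968), which is the depth behind the values reported from these files, whereas the paper's depth of 41991418 ± 6835817 (SD) refers to the paired reads generated. Over the 20 libraries, 3 reads corresponded to between 0.215 and 0.312 CPM, and this limit covers counting error only. The groups were taken from Additional file 1. The sample labels give the opposite group for 6 of the 18 steers, since L-RFI steers 23, 33, 47 and 205 are labelled as high RFI and H-RFI steers 219 and 455 as low RFI. CPM were scaled by edgeR's TMM method and log2-transformed after adding a pseudocount of 1, and groups were compared with limma's trend method for the genes past edgeR's filterByExpr, with Benjamini-Hochberg adjustment. A fold change on this log2(CPM + 1) scale understates the change of genes with low CPM. Single measures were compared by an exact two-sided permutation test over all 48620 splits of the 18 libraries into 9 and 9.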

The total number of genes expressed (genes with at least one read in at least one sample) within the rumen epithelium was 22,338 with an average of 14,677 ± 1062 genes per L-RFI sample and 16,239 ± 1326 per H-RFI sample. 

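In the libraries deposited under the numbers of the 18 steers, 20009 of the genes had at least 1 read in at least 1 library. The number of genes with at least 1 read was 17182 ± 465 (SD, n = 9) per L-RFI library and 17141 ± 314 (SD, n = 9) per H-RFI library. The difference of 40.9 genes was smaller than the spread within either group (exact two-sided permutation test, p = 0.832). The L-RFI libraries ranged from 16165 to 17657 genes and the H-RFI libraries from 16479 to 17485 genes. Of the alternatives tried, leaving out steer 271 moved the difference most, to 8.96 genes (exact permutation test, p = 0.965). The lowest L-RFI library, that of steer 47 with 16165 genes, was not left out on its own. After the reads were drawn down at random to the smallest library of 10140664 reads, the L-RFI libraries had 17018 ± 405 genes (SD) and the H-RFI libraries 16998 ± 309 genes (SD). The libraries form 3 sets by the middle digits of the column code, and the difference, L-RFI minus H-RFI, was 139 genes in the set coded 01 (4 against 4 steers), -342 genes in the set coded 03 (3 against 2 steers) and 219 genes in the set coded 12 (2 against 3 steers). None of these was larger than other splits of the same set gave (exact permutation tests, p = 0.343, 0.7 and 0.6, where the smallest possible p is 0.0286 in the first set and 0.1 in the others).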

There were 11,284 core genes (genes with at least one read in every sample) among samples and of these core genes, 9700 can be annotated by PANTHER. 

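At least 1 read in every one of the 18 libraries was found for 14722 genes, and these genes held 99.87% of the reads counted on genes. With a minimum of 10 reads in every library, 11869 genes remained. By group, 15126 genes had at least 1 read in every L-RFI library and 15179 in every H-RFI library.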

The top molecular functions for the core genes were catalytic activity and binding, which included 30.7 and 30.1 % of the core genes, respectively. In the biological processes category, 32.6 % of the core genes were involved in cellular process and 47.5 % of the genes were associated with metabolic process (Fig. 1).

**Fig. 1:**
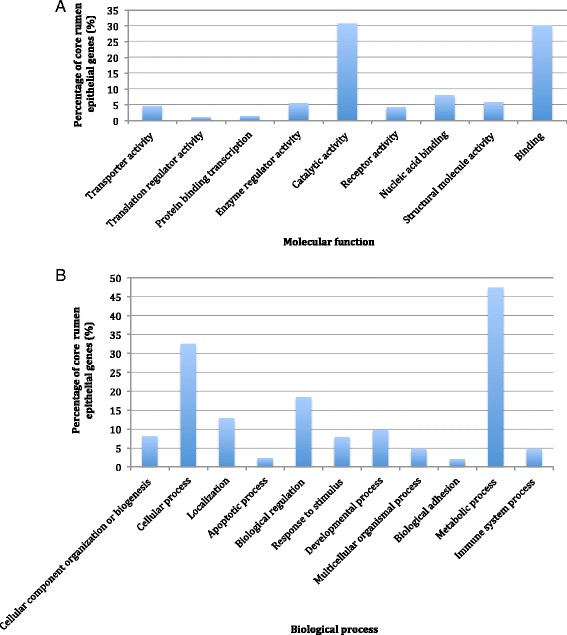
Biological functions of the core rumen epithelial genes as identified by PANTHER. The percentage of 9700 core rumen epithelial genes involved in various (**a**) Molecular functions and (**b**) Biological processes

### Comparison of transcriptome profiles between two RFI groups

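The first 2 principal components of the regularized log-transformed counts, from the 500 genes with the largest variance, held 66.7% and 13.1% of the variance among the 18 deposited libraries. PC1 scores ranged from -31.9 to 14.9 in the L-RFI libraries and from -29.5 to 14.2 in the H-RFI libraries. The group means differed by -0.0557 on PC1 (SD 16.5 in L-RFI and 15.4 in H-RFI, n = 9 each; exact two-sided permutation test, p = 0.994) and by 0.887 on PC2 (SD 8.39 and 5.48; p = 0.826 from the same exact test). Of the alternatives, the grouping given by the sample labels moved the PC1 difference most, to 2.54 (exact permutation test, p = 0.743). Within the sets of libraries that share the middle digits of the column code, PC1 differed between the groups by -0.00599 (code 01), -9.19 (code 03) and 5.54 (code 12), with exact permutation p = 1.0, 0.7 and 0.7.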

The PCA plot (Fig. 2) shows that L-RFI and H-RFI gene expression profiles seem to fall into distinct clusters, with those from L-RFI animals grouped together. However, there was a L-RFI outlier sample (271 L) that did not cluster with the rest of the samples (Fig. 2), which may possibly be related to the animal’s low ADG and EndWT (Fig. 3). 

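The library deposited for steer 271 had a PC1 score of 8.42 and a PC2 score of 0.518, inside the range of the other L-RFI libraries. Its mean Euclidean distance to all other libraries, on unfiltered log2(CPM + 1) values, was 74.5, which ranked 13 of 18 from the farthest. The farthest library was that of steer 47 (mean distance 167.8). Without steer 271, PC1 held 69.6% of the variance.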

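Average linkage clustering of the 18 deposited libraries by Euclidean distance on unfiltered log2(CPM + 1) values first set apart 4 libraries, those of L-RFI steers 47 and 317 and of H-RFI steers 105 and 155, from the remaining 14, of which 7 were L-RFI and 7 H-RFI. The smallest branch that held all 9 L-RFI libraries held all 18 libraries, and so did the smallest branch with all 9 H-RFI libraries. The largest branch made up of a single group had 3 libraries for L-RFI and 2 for H-RFI. For 7 of the 18 libraries the nearest library belonged to the same RFI group (permutation test with 100000 permutations, one-sided, p = 0.762).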

Hierarchical clustering by WGCNA showed that all the L-RFI samples clustered together while the H-RFI samples did not (Fig. 3). When comparing animals with similar ADG and EndWT in the trait heat map, L-RFI individuals had lower RFI, DMI and MEI than H-RFI individuals. The means of the two groups for all traits (Additional file 2) were compared and there was no significant difference in BirthWT, WeanWT, MWT, EndWT, CWT, and ADG. However, the L-RFI group had significantly (*p* < 0.001) lower RFI, DMI and MEI by 3.82 kg/day, 3.86 kg/day and 4.68 Mcal/day, respectively.

**Fig. 2:**
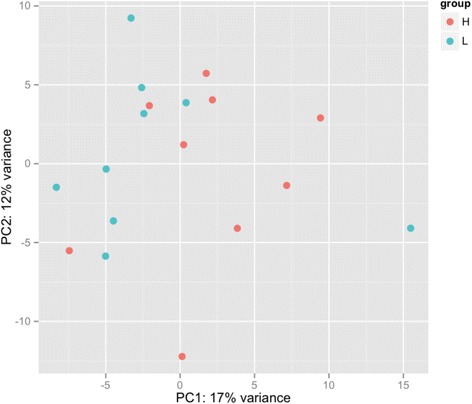
PCA plot of the rumen epithelial transcriptomes from cattle with L- and H- RFI. The L-RFI (Blue, *n* = 9) and H-RFI (Red, *n* = 9) samples are plotted along the first two principal components axis (PC1 and PC2)

**Fig. 3:**
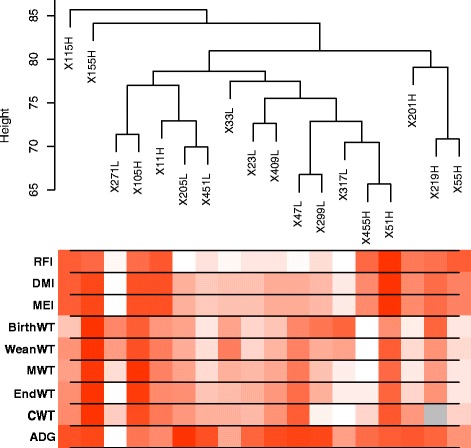
Hierarchical clustering dendrogram of rumen epithelial transcriptomes (9 L-RFI, 9 H-RFI) and trait heat map. The gradient from white to dark red in the trait heat map represents low to high levels of the trait while grey represents unavailable data. Traits examined were residual feed intake (RFI), dry matter intake (DMI), metabolizable energy intake (MEI), birth weight (BirthWT), weaning weight (WeanWT), metabolic mid-weight (MWT), end weight (EndWT), carcass weight (CWT), and average daily gain (ADG)

### Differential gene expression in rumen epithelium between low- and high- RFI cattle

There were 122 genes DE in the rumen epithelial tissues between L- and H- RFI animals (Additional file 3). 

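In the libraries deposited under the numbers of the same 18 steers, 0 of the 14229 genes tested had an adjusted p-value below 0.05 (limma). This was for L- against H-RFI, and 61 genes had an unadjusted p-value below 0.05 (limma). The smallest unadjusted p-value was 0.000267, which became 1 after adjustment. The recovered reads were also tested with edgeR's quasi-likelihood test, which called 0 genes (66 at an unadjusted p-value below 0.05), and with DESeq2, which called 0 of 20009 genes with its current defaults (183 unadjusted) and 0 with a prior on fold changes (182 unadjusted). The alternative that moved the unadjusted count most was a surrogate variable as covariate, with 298 genes and again 0 after adjustment. With the middle digits of the column code as a covariate, 0 genes passed after adjustment and 127 before it. The median standard error of the log2 fold change was 0.187 over the genes tested, and the median absolute log2 fold change was 0.058.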

Of these DE genes, 85 were up-regulated and 37 down-regulated in the L-RFI group. 

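Of the genes in Additional file 3, 116 passed the low-count filter in the deposited libraries. With limma, among the 80 of them that the paper lists as up-regulated, 41 had a higher and the others a lower mean in L-RFI, and among the 36 listed as down-regulated, 28 had a lower mean in L-RFI. Higher in L-RFI among those listed as up-regulated were 53 of 85 with DESeq2 and 53 of 80 with edgeR. With the groups of the sample labels they were 28 of 80. The limma log2 fold changes of the 116 genes lay between -0.199 and 0.195, with a median absolute value of 0.054 against a median standard error of 0.197, and 0 of the 116 genes had an unadjusted p-value below 0.05 (the smallest was 0.292, limma). In the paper, the DE genes and their directions come from DESeq2 and were passed to DAVID and Ingenuity pathway analysis. From the functions of these genes together with those of a co-expression module, the paper proposes in its Discussion greater cell and protein turnover in the L-RFI epithelium.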

DAVID annotation of the 122 DE genes found no significant KEGG pathways, however the biological term acetylation was significantly enriched (FDR < 0.05). A total of 30 DE genes were involved in the process of acetylation, 26 of which were up-regulated and 4 down-regulated in L-RFI animals (Table 2). These genes have functions in protein synthesis (i.e. *RPL10*, *RPS15*, *RPL36*), protein degradation (i.e. *PSMB6*, *UBC*/*UBA52*, *UBE2V1*), cytoskeletal organization (i.e. *DSTN*, *ACTB*, *TUBB5*, *TMSB10*), energetic substrate generation (i.e. *TECR*, *TPI1*), and stress response (i.e. *HSPB1*, *HSF1*).

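Values were taken for 29 of these genes, all of which passed the low-count filter in the deposited libraries. They were taken by symbol, and Additional file 3 lists TMSB4 under separate identifiers. The TMSB4 value may belong to ENSBTAG00000034580 (listed ratio 0.7) and not to ENSBTAG00000038488 of Table 2. Of the 25 listed as up-regulated, 15 had a higher and 10 a lower mean log2(CPM + 1) in L-RFI, and of the 4 listed as down-regulated, 3 had a lower mean. The log2 fold changes ranged from -0.125 to 0.149, with standard errors from 0.066 to 0.406 over the genes, and the smallest unadjusted p-value among them was 0.328 (limma). The mean of the 29 genes per steer was 7.887 ± 0.347 (SD, n = 9) in L-RFI and 7.89 ± 0.29 (SD, n = 9) in H-RFI on the log2(CPM + 1) scale, a difference of -0.0037 (exact two-sided permutation test, p = 0.981).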

**Table 2:** Rumen epithelial DE genes between L- and H- RFI steers significantly (FDR < 0.05) involved in acetylation

Ensembl ID	Gene symbol	Gene name	Fold change^a^	FDR adjusted p-value
ENSBTAG00000005654	*TMSB10*	Thymosin beta 10	1.44	1.28E-02
ENSBTAG00000012632	*TECR*	Trans-2,3-enoyl-CoA reductase	1.43	1.02E-05
ENSBTAG00000030974	*TUBA4A*	Tubulin, alpha 4a	1.43	5.63E-04
ENSBTAG00000007454	*RPL10*	Ribosomal protein L10	1.40	2.03E-04
ENSBTAG00000011969	*HSPB1*	Heat shock 27 kDa protein 1	1.34	1.28E-02
ENSBTAG00000013390	*PSMB6*	Proteasome (prosome, macropain) subunit, beta type, 6	1.32	1.41E-02
ENSBTAG00000016874	*DNAJB1*	DnaJ (Hsp40) homolog, subfamily B, member 1	1.29	1.28E-02
ENSBTAG00000019718	*RPS15*	Ribosomal protein S15	1.29	1.85E-03
ENSBTAG00000006969	*TUBB5*	Tubulin, beta	1.28	4.02E-02
ENSBTAG00000001794	*RPL36*	Ribosomal protein L36	1.28	2.49E-02
ENSBTAG00000020560	*CLPTM1*	Cleft lip and palate associated transmembrane protein 1	1.27	1.41E-02
ENSBTAG00000004379	*ETHE1*	Ethylmalonic encephalopathy 1	1.26	3.75E-02
ENSBTAG00000000411	*HGS*	Hepatocyte growth factor-regulated tyrosine kinase substrate	1.26	1.28E-02
ENSBTAG00000020751	*HSF1*	Heat shock transcription factor 1	1.26	2.84E-02
ENSBTAG00000021455	*CFL1*	Cofilin 1 (non-muscle)	1.26	1.41E-02
ENSBTAG00000014872	*CAPNS1*	Calpain, small subunit 1	1.26	1.36E-02
ENSBTAG00000016952	*PSMD5*	Proteasome (prosome, macropain) 26S subunit, non-ATPase, 5	1.26	4.07E-02
ENSBTAG00000026199	*ACTB*	Actin, beta	1.24	3.13E-02
ENSBTAG00000017246; ENSBTAG00000007737	*UBC; UBA52*	Ubiquitin C; Ubiquitin A-52 residue ribosomal protein fusion product 1	1.24	1.91E-02
ENSBTAG00000016024	*MYL9*	Myosin regulatory light polypeptide 9	1.24	6.77E-03
ENSBTAG00000019782	*TPI1*	Triosephosphate isomerase 1	1.24	3.56E-02
ENSBTAG00000006495	*GNB2*	Guanine nucleotide binding protein (G protein), beta polypeptide 2	1.24	4.89E-02
ENSBTAG00000027316	*UBE2V1*	Ubiquitin-conjugating enzyme E2 variant 1	1.23	4.02E-02
ENSBTAG00000015434	*DSTN*	Destrin (actin depolymerizing factor)	1.22	4.86E-02
ENSBTAG00000000215	*GNB1*	Guanine nucleotide binding protein (G protein), beta polypeptide 1	1.18	4.06E-02
ENSBTAG00000013362	*DNM2*	Dynamin 2	1.17	4.86E-02
ENSBTAG00000009780	*GTF2I*	General transcription factor II, i	0.85	4.86E-02
ENSBTAG00000009541	*SUCLG2*	Succinate-CoA ligase, GDP-forming, beta subunit	0.84	4.86E-02
ENSBTAG00000038488	*TMSB4*	Thymosin beta 4, X-linked	0.77	1.60E-03
ENSBTAG00000013982	*UACA*	Uveal autoantigen with coiled-coil domains and ankyrin repeats	0.72	2.11E-02

^a^Fold change is gene expression in L-RFI relative to H-RFI

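For ACTB, TUBB5, DNM2, TUBA4A and HGS, which Additional file 3 lists as up-regulated, all 5 log2 fold changes in the deposited libraries were above 0 and smaller than their standard errors. ACTB (ENSBTAG00000026199) had 6965 ± 3030 CPM (SD, n = 9) in L-RFI and 6565 ± 2290 CPM (SD, n = 9) in H-RFI, a log2 fold change of 0.06 (standard error 0.24, adjusted p = 1, limma). After TMM scaling, steer 47 had 14260 CPM of ACTB, against 8620 CPM in the next L-RFI library. The sign for ACTB may therefore rest on steer 47. Before scaling, no library exceeded 9770 CPM of ACTB. TUBB5 (ENSBTAG00000006969) had 1407 ± 222 CPM in L-RFI and 1392 ± 206 CPM in H-RFI. DNM2 (ENSBTAG00000013362) had 218.3 ± 19.2 and 217.1 ± 27.0 CPM, TUBA4A (ENSBTAG00000030974) 182.1 ± 73.9 and 177.6 ± 56.6 CPM, and HGS (ENSBTAG00000000411) 91.72 ± 5.57 and 91.42 ± 7.65 CPM in L-RFI and H-RFI (SD). Under the groups of the sample labels, the log2 fold changes of ACTB, TUBA4A and HGS turned negative (-0.069, -0.026 and -0.029). ACTB, TUBB5 and TUBA4A belong to multigene families, whose reads the authors' counting could have split between members.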

Ingenuity analysis of the 85 differentially up-regulated genes in L-RFI samples showed that the top significantly enriched canonical pathway was remodeling of the epithelial adherens junctions through endocytosis (i.e. *DNM2*), degradation (i.e. *HGS*), and cytoskeletal organization (i.e. *ACTB*, *TUBB*, *TUBA4A*) (Table 3 and Additional file 3). 

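RHOG, CFL1, GNB1 and GNB2 are also in Additional file 3 and showed no difference beyond the spread between steers in the deposited libraries. RHOG (ENSBTAG00000000347) had 184.4 ± 48.2 CPM (SD, n = 9) in L-RFI and 177.8 ± 48.5 CPM (SD, n = 9) in H-RFI, a log2 fold change of 0.058 with a standard error of 0.171. The log2 fold change was -0.027 for CFL1 (ENSBTAG00000021455), -0.018 for GNB1 (ENSBTAG00000000215) and 0.025 for GNB2 (ENSBTAG00000006495), with standard errors of 0.207, 0.088 and 0.205, and all adjusted p-values were 1 (limma).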

The other enriched canonical pathways were involved in functions such as protein synthesis (eIF2 signaling), cytoskeletal dynamics, cell growth, proliferation, apoptosis, and migration (signaling by Rho family GTPases, RhoGDI signaling, ephrin B signaling) (Table 3). For the 37 DE genes that were down-regulated in L-RFI animals, there were no significant canonical pathways.

**Table 3:** Top Ingenuity canonical pathways significantly enriched (*p* < 0.05) for up- and down- regulated DE genes in L-RFI rumen epithelium

Ingenuity canonical pathways	FDR adjusted *p*-value	Genes
Up-regulated		
Remodeling of Epithelial Adherens Junctions	1.51E-03	*ACTB, TUBB5, DNM2, TUBA4A, HGS*
Signaling by Rho Family GTPases	2.42E-03	*RHOG, CFL1, ACTB, MYL12B, GNB1, MAPK1, GNB2*
RhoGDI Signaling	2.58E-03	*RHOG, CFL1, ACTB, MYL12B, GNB1, GNB2*
eIF2 Signaling	3.11E-03	*UBA52, RPL36, MAPK1, RPL18A, RPS15, RPL10*
Ephrin B Signaling	5.40E-03	*CFL1, GNB1, MAPK1, GNB2*

### qPCR validation of selected DE genes

To show the reliability of the differential gene expression analysis of DESeq2, we further selected five DE genes for validation using qPCR. As shown in Table 4, of these five genes, four (*TECR*, *COX8A*, *SLC25A39*, *PKM2*) had significantly greater expression (i.e. Lower ∆Ct, *p* < 0.05) in L-RFI while one (*TPI1*) tended to have significantly greater expression (*p* < 0.1). These results were in agreement with the differential expression analysis of DESeq2 in that the genes had greater expression in L-RFI rumen epithelium.

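The RNA-seq values of these 5 genes in the deposited libraries were close between the groups. TECR (ENSBTAG00000012632) had 79.2 ± 30.9 CPM (SD, n = 9) in L-RFI and 75.3 ± 22.2 CPM (SD, n = 9) in H-RFI, a log2 fold change of 0.051 (standard error 0.193, exact two-sided permutation p = 0.807). After TMM scaling, steer 47 had 155.1 CPM of TECR, against 93.23 CPM in the next L-RFI library. The sign for TECR may therefore rest on steer 47. Before scaling, no library exceeded 106 CPM of TECR. SLC25A39 (ENSBTAG00000019463) had 200.1 ± 67.6 CPM in L-RFI and 193.0 ± 58.8 CPM in H-RFI, a log2 fold change of 0.044 (standard error 0.187, exact permutation p = 0.823). Over the 5 genes, 3 log2 fold changes were above 0 and 2, those of COX8A and PKM2, below 0. The mean log2(CPM + 1) of the 5 genes per steer was 7.61 ± 0.425 (SD) in L-RFI and 7.6 ± 0.353 (SD) in H-RFI, a difference of 0.0062 (exact permutation p = 0.973). The qPCR data, from a larger set of steers, were not analysed here.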

**Table 4:** Gene expression comparison between the rumen epithelium of L- and H- RFI animals by qPCR

Gene	L-RFI ∆Ct (*n* = 30)	H-RFI ∆Ct (*n* = 27)	*P*-value
*TPI1*	−3.23 ± 0.57	−2.99 ± 0.38	0.07
*TECR*	−2.36 ± 0.57	−2.00 ± 0.51	0.01*
*COX8A*	−7.85 ± 1.30	−6.57 ± 1.89	0.004*
*SLC25A39*	−3.67 ± 0.51	−0.24 ± 0.60	3.8E-30*
*PKM2*	−6.64 ± 0.58	−3.78 ± 0.53	4.4E-26*

Data are Mean ± SD

*p-value <0.05

### Identification of WGCNA gene co-expression modules correlated with RFI

WGCNA was conducted to identify gene co-expression modules that are correlated with RFI. We identified a total of eight co-expressed gene modules with three of them significantly correlated with RFI (Fig. 4). 

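Network construction was repeated on the genes with at least 1 read in at least 9 of the deposited libraries with an unsigned network, power 6, topological overlap, average linkage, a minimum module size of 20 and merging at an eigengene dissimilarity of 0.15. It gave 6 modules, the largest with 8303 genes and the next with 199, and 8069 genes were in no module. No eigengene differed between L- and H-RFI by more than the spread between steers, and the smallest unadjusted p-value was 0.633 (difference -0.062, the second module by size, exact two-sided permutation test; 0.989 after Benjamini-Hochberg adjustment over the 6 modules). Power 12 gave 7 modules and a minimum size of 50 gave 4.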

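RFI falls into 2 separate clusters by the selection of the steers, so its relation to expression was examined within each group of 9 steers in the deposited libraries. For PC1, r was 0.3 in L-RFI (p = 0.43, rho = 0.0 with p = 1.0) and 0.21 in H-RFI (p = 0.59, rho = 0.28 with p = 0.47), by exact two-sided permutation tests over all pairings. Without the 2 steers farthest from the group's median RFI, r was 0.42 in L-RFI and 0.11 in H-RFI. For the number of genes expressed, r was 0.12 (p = 0.79, rho = -0.017 with p = 0.98) and 0.29 (p = 0.42, rho = 0.32 with p = 0.4), and 0.29 and 0.16 without them (exact permutation tests). The sets of libraries that share the middle digits of the column code hold 2 to 4 steers of a group, too few to recompute r within each set. The values of r were not adjusted for these sets, although PC1 differed between them (permutation test, p = 0.00101).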

The Brown (162 genes) and Green (133 genes) modules had a significant positive correlation with RFI (Brown module: *r* = 0.54, *p* = 0.02; Green module: *r* = 0.51, *p* = 0.03) while the Turquoise module (764 genes) had a significant negative correlation with RFI (*r* = −0.50, *p* = 0.03). Functional analysis of the genes enriched in the Green module did not result in any significantly enriched biological functions or pathways while there was only one significant biological term, which was muscle protein containing four genes in the Brown module. Many significant biological functions were identified for the turquoise module with IPA and DAVID analysis (Tables 5 and 6) and therefore this study focused on functional examination of the 764 genes enriched in this module, which had greater expression in the L-RFI epithelium.

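TPI1, COX8A, ATP6AP1 and ATP6V0D1, the 4 genes that Table 7 places in the turquoise module and Additional file 3 gives an identifier for, had a mean log2(CPM + 1) of 7.19 ± 0.387 (SD, n = 9) in L-RFI and 7.2 ± 0.334 (SD, n = 9) in H-RFI, a difference of -0.00477 (exact two-sided permutation test, p = 0.978). The difference was 0.0123 without steer 271, 0.00259 in the 12 steers whose group is the same in Additional file 1 and in the sample labels, and 0.00907 with ACTB of the adherens junction pathway in Fig. 5 added, so its direction was not stable. In the sets of libraries coded 01, 03 and 12 it was -0.0536, 0.258 and -0.13 (exact permutation tests, p = 0.571, 0.5 and 0.6). Within the groups of 9 steers, their mean had r = -0.12 with RFI in L-RFI (exact permutation p = 0.76; rho = 0.017, p = 0.98) and r = -0.18 in H-RFI (exact permutation p = 0.65; rho = -0.059, p = 0.89), and -0.32 and 0.0063 without the 2 steers farthest from the median RFI. The relations to RFI examined were 6 in all, with PC1 and the number of genes expressed, and after Benjamini-Hochberg adjustment over them all p-values of r were 0.79. In the network of the deposited libraries, 2 of the 4 genes were in the largest module and the others outside it. The eigengene of that module differed between the groups by 0.00174 (exact permutation test, p = 0.989). It rose with PC1 (r = 0.99), whereas the 4 genes fell with PC1 (r from -0.96 to -0.83). The sign of the eigengene is therefore opposite to that of the 4 genes. Turquoise genes named by symbol only were not analysed here.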

**Fig. 4:**
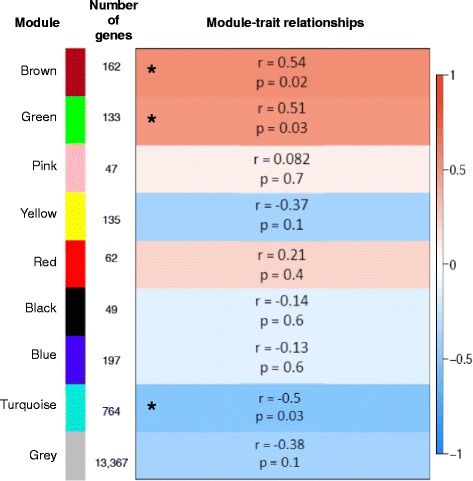
WGCNA identification of rumen epithelial gene modules correlated with the RFI trait. Module names and sizes are shown along with the module-trait relationships indicating the correlation coefficients and p-values. The strength of the correlation is colored by different intensities of red (positive correlation) and blue (negative correlation). Asterisks indicate modules that are significantly (*p* < 0.05) correlated with RFI

**Table 5:** Biological functions and pathways significantly (FDR < 0.05) enriched in the Turquoise module (764 genes) using DAVID

DAVID functional category	Biological term	Number of genes	FDR adjusted *p*-value
SP_PIR_Keyword	Acetylation	195	8.22E-44
	Phosphoprotein	210	9.16E-19
	Ribonucleoprotein	51	3.63E-17
	Cytoplasm	138	1.17E-16
	Ribosomal protein	44	2.53E-16
	Protein biosynthesis	20	2.24E-06
	Isopeptide bond	23	5.54E-06
	Proteasome	15	8.76E-06
	Ubl conjugation	29	5.80E-05
	Nucleotide-binding	74	3.65E-04
	Wd repeat	22	8.04E-04
	Actin-binding	17	9.48E-04
	Transit peptide	35	4.94E-03
	Chaperone	17	6.61E-03
	Threonine protease	7	8.72E-03
	Methylation	17	1.67E-02
	Initiation factor	9	1.80E-02
	ATP-binding	50	2.43E-02
	Mitochondrion	47	3.18E-02
	Protein transport	24	3.47E-02
KEGG_Pathway	bta03010:Ribosome	36	3.05E-21
	bta03050:Proteasome	14	1.86E-05
	bta04520:Adherens junction	14	1.97E-03
	bta00190:Oxidative phosphorylation	19	5.94E-03
	bta04810:Regulation of actin cytoskeleton	22	2.65E-02
	bta03040:Spliceosome	16	3.95E-02

**Table 6:** Top biological functions and pathways significantly (*p* < 0.05) enriched in the Turquoise module with IPA

IPA category	Biological term	Number of genes	FDR adjusted *p*-value
Molecular and cellular function	Protein synthesis	89	6.06E-11
	Cellular growth and proliferation	232	6.06E-11
	Post-translational modification	51	2.80E-07
	Protein folding	17	7.92E-07
	Cell death and survival	211	1.03E-06
Canonical pathway	EIF2 signaling	51	5.85E-30
	Regulation of eIF4 and p70S6K signaling	35	3.28E-18
	mTOR signaling	39	3.60E-18
	Remodeling of epithelial adherens junctions	19	3.21E-11
	Epithelial adherens junction signaling	25	9.05E-10

### Functional analysis of gene module negatively associated with RFI

When functional analysis was performed using DAVID, 20 biological functions and 6 KEGG pathways were significantly enriched for genes in the turquoise module (Table 5). The most significant biological functions were acetylation (195 genes) and phosphoprotein (210 genes), which are involved in post-translational modification. Many of the other significant biological functions identified were also involved in protein related processes such as protein synthesis (i.e. ribosomal protein (44 genes), protein biosynthesis (20 genes)), degradation (i.e. proteasome (15 genes), threonine protease (7 genes)), folding (i.e. chaperone (17 genes)), and transport (i.e. transit peptide (35 genes), protein transport (24 genes)). In addition, biological terms associated with energy catabolism (i.e. ATP-binding (50 genes)) and anabolism (i.e. mitochondrion (47 genes)) were also identified. KEGG analysis of the 195 genes within the acetylation category indicated significant involvement of the acetylation related genes in ribosome and proteasome pathways. These pathways were also significantly enriched in the turquoise module along with oxidative phosphorylation, adherens junction, regulation of actin cytoskeleton, and spliceosome (Table 5). In the adherens junction pathway, there were 14 genes from the turquoise module that may regulate both the strong and weak adhesion between cells (Fig. 5).

**Fig. 5:**
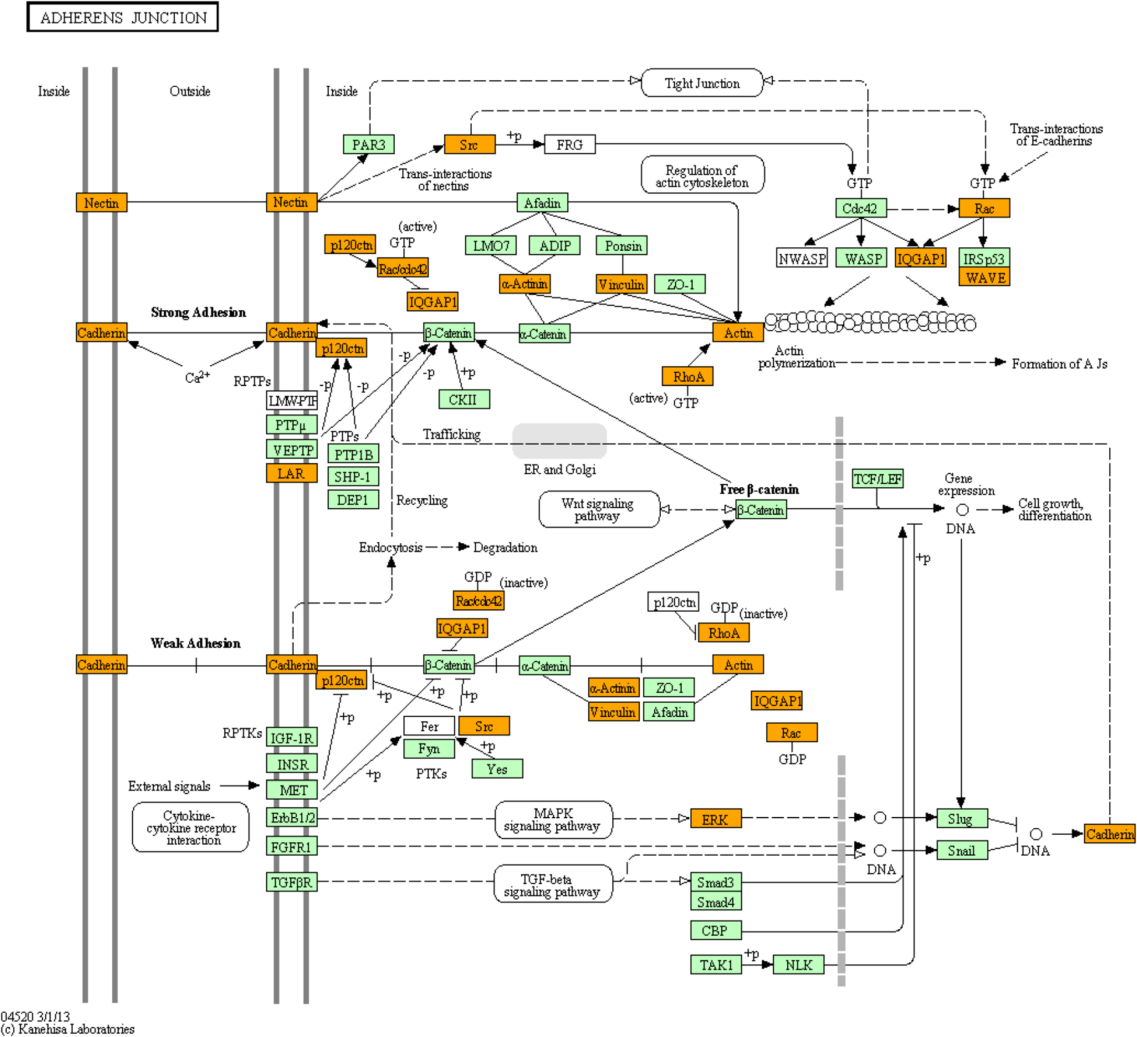
KEGG pathway for adherens junction. Genes within the turquoise module that have increased expression in the L-RFI rumen epithelium are shown in orange

Further functional analysis using IPA showed that the top five most significant molecular and cellular functions for the genes in the turquoise module were protein synthesis, cellular growth and proliferation, post-translational modification, protein folding and cell death and survival (Table 6). Furthermore, the top canonical pathways were eIF2 signaling, regulation of eIF4 and p70S6K signaling, mTOR signaling and epithelial adherens junctions remodeling and signaling (Table 6).

Additionally, many genes from the turquoise module are involved in energy generating pathways such as glycolysis, tricarboxylic acid (TCA) cycle, and oxidative phosphorylation (Table 7). We also found three DE genes involved in glycolysis and three associated with oxidative phosphorylation, which were up-regulated in the L-RFI epithelium (Table 7). 

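In the deposited libraries, TPI1 (ENSBTAG00000019782) had 434.4 ± 206.0 CPM (SD, n = 9) in L-RFI and 422.4 ± 169.0 CPM (SD, n = 9) in H-RFI, a log2 fold change of 0.004 (standard error 0.246, adjusted p = 1, limma). HK1 (ENSBTAG00000012380) had 68.5 ± 7.08 CPM in L-RFI and 65.4 ± 5.75 CPM in H-RFI, and its log2 fold change of 0.065 (standard error 0.076, exact two-sided permutation p = 0.312) was the highest of the 6 genes. PKM2 (ENSBTAG00000001601) had 730.2 ± 147.0 and 732.0 ± 104.0 CPM, a log2 fold change of -0.017 (standard error 0.122). COX8A (ENSBTAG00000004920) had 68.7 ± 23.9 CPM in L-RFI and 69.85 ± 19.0 CPM in H-RFI, a log2 fold change of -0.051 (standard error 0.194), the lowest of the 6. ATP6AP1 (ENSBTAG00000012117) had 106.7 ± 7.77 and 106.6 ± 9.27 CPM, and ATP6V0D1 (ENSBTAG00000014553) 164.1 ± 49.3 and 161.8 ± 49.1 CPM (SD). All adjusted p-values were 1. The groups of the sample labels turned the log2 fold changes of PKM2 and COX8A positive (0.099 and 0.029) and those of TPI1, ATP6AP1 and ATP6V0D1 negative (-0.039, -0.069 and -0.061).

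**Figure D1:**
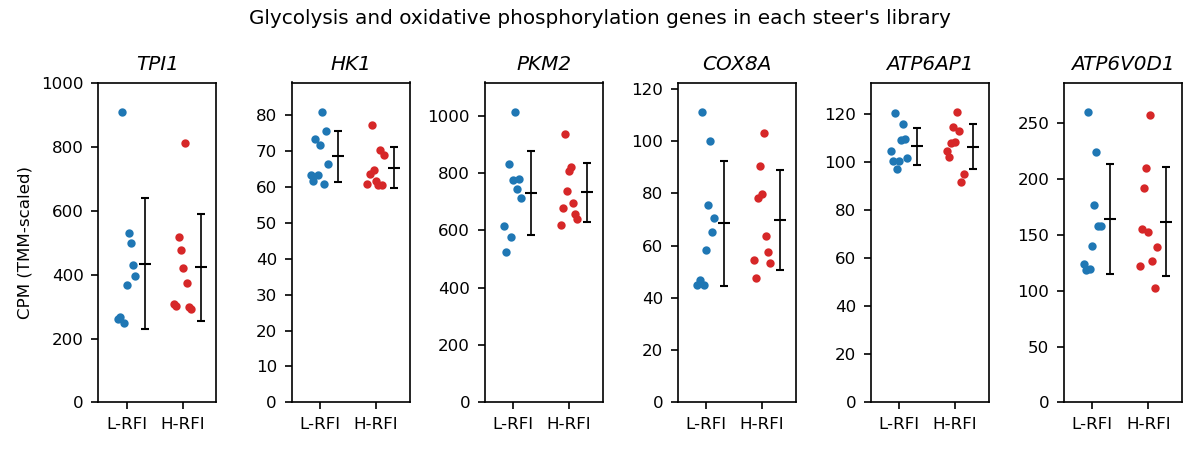
TMM-scaled CPM of 6 glycolysis and oxidative phosphorylation genes in the library of each steer (y axis, starting at 0) by RFI group (x axis), 1 point per steer, with the mean and SD of each group beside the points. The points of both groups overlap for all 6 genes, with TPI1 between 250.0 and 910.0 CPM and HK1 between 60.4 and 81.0 CPM.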

The DE genes involved in glycolysis were *TPI1* (Fold Change (FC; L-RFI/H-RFI) = 1.24), *HK1* (FC = 1.23), and *PKM2* (FC = 1.30) while the DE genes involved in oxidative phosphorylation were *COX8A* (FC = 1.28), *ATP6AP1* (FC = 1.39), and *ATP6V0D1* (FC = 1.26) (Table 7 and Additional file 3).

**Table 7:** Genes involved in major energy generating pathways with increased expression in the L-RFI rumen epithelium

Energy generating pathway	Gene symbol	Gene name	DE gene (D) and/or within turquoise module (T)
Glycolysis	*GPI*	Glucose-6-phosphate isomerase	T
	*PFKL*	Phosphofructokinase, liver	T
	*ALDOA*	Aldolase A, fructose-bisphosphate	T
	*GAPDH*	Glyceraldehyde-3-phosphate dehydrogenase	T
	*TPI1*	Triosephosphate isomerase 1	D, T
	*HK1*	Hexokinase 1	D
	*PKM2*	Pyruvate kinase M2	D
Tricarboxylic acid cycle	*CS*	Citrate synthase	T
	*SUCLG1*	Succinate-CoA ligase, alpha subunit	T
	*ACO2*	Aconitase 2, mitochondrial	T
	*SDHB*	Succinate dehydrogenase complex, subunit B	T
	*DLAT*	Dihydrolipoamide S-acetyltransferase	T
	*ACLY*	ATP citrate lyase	T
Oxidative phosphorylation	*ATP5D*	ATP synthase, H+ transporting, mitochondrial F1 complex, delta subunit	T
	*COX7A2L*	Cytochrome c oxidase subunit VIIa polypeptide 2 like	T
	*ATP5J2*	ATP synthase, H+ transporting, mitochondrial Fo complex, subunit F2	T
	*NDUFA10*	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 10, 42 kDa	T
	*COX8A*	Cytochrome c oxidase subunit VIIIA (ubiquitous)	D, T
	*ATP6V1F*	ATPase, H+ transporting, lysosomal 14 kDa, V1 subunit F	T
	*PPA1*	Pyrophosphatase (inorganic) 1	T
	*UQCRQ*	Cytochrome b-c1 complex subunit 8	T
	*NDUFB10*	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 10, 22 kDa	T
	*NDUFS8*	NADH dehydrogenase (ubiquinone) Fe-S protein 8, 23 kDa (NADH-coenzyme Q reductase)	T
	*ATP6AP1*	ATPase, H+ transporting, lysosomal accessory protein 1	D, T
	*ATP6V0D1*	ATPase, H+ transporting, lysosomal 38 kDa, V0 subunit D1	D, T
	*ATP6V0E1*	ATPase, H+ transporting, lysosomal 9 kDa, V0 subunit E1	T
	*COX10*	Cytochrome c oxidase assembly protein	T
	*COX4I1*	Cytochrome c oxidase subunit IV isoform 1	T
	*UQCRC1*	Ubiquinol-cytochrome c reductase core protein I	T
	*ATP6V0A1*	ATPase, H+ transporting, lysosomal V0 subunit A1	T
	*NDUFV1*	NADH dehydrogenase (ubiquinone) flavoprotein 1, 51 kDa	T
	*PPA1*	Pyrophosphatase (inorganic) 1	T
	*SDHB*	Succinate dehydrogenase complex, subunit B, iron sulfur (Ip)	T

### Relative mtDNA copy number and RFI

The transcriptome analysis results showed up-regulation of genes in the L-RFI epithelium involved in mitochondrial functions such as oxidative phosphorylation. Therefore, we speculated that L-RFI animals would have more relative mtDNA copy numbers (mtDNA/nDNA) in the rumen epithelium than H-RFI animals. To test this hypothesis, we investigated the relationship between RFI and relative mtDNA copy number using a larger population including M-RFI (*n* = 34) animals along with L-RFI (*n* = 35) and H-RFI (*n* = 35) animals. The correlation analysis showed a significant positive relationship (*r* = 0.21, *p* = 0.03) between RFI and the relative mtDNA copy number per cell in the rumen epithelium (Fig. 6). The epithelium of L-RFI animals had 741 ± 35 (mean ± SD) relative mtDNA copy numbers per cell while the epithelium of M- and H- RFI animals had 1104 ± 89 and 1000 ± 80, respectively. There was a significantly greater copy number of mtDNA in the rumen epithelium of M- and H- RFI animals compared to L-RFI animals (*p* < 0.01). However, no significant difference in mtDNA copy number was observed between M- and H- RFI animals (*p* > 0.05).

**Fig. 6:**
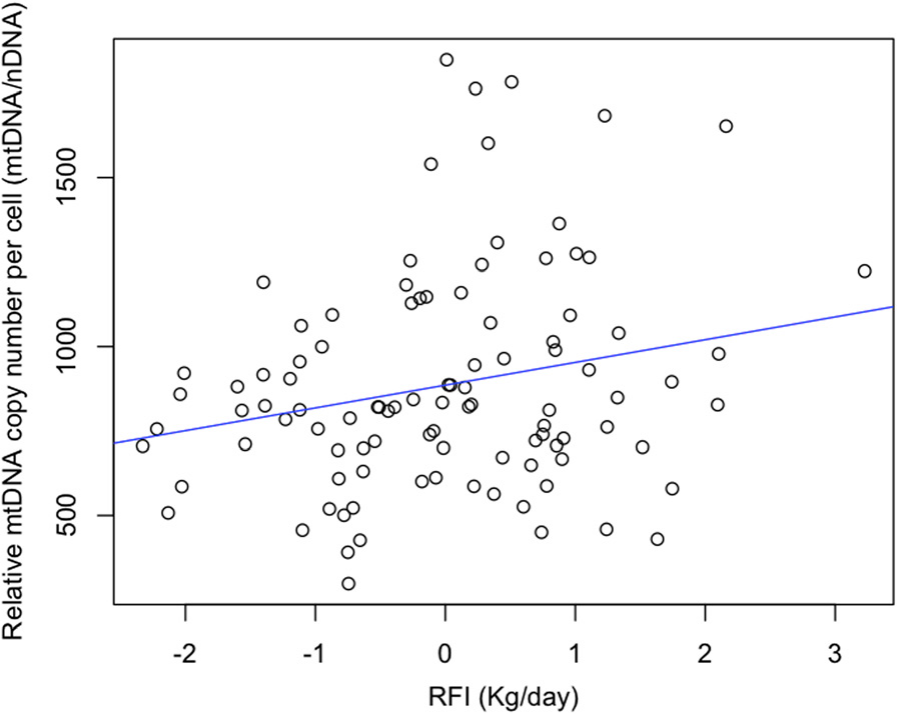
Correlation scatterplot of RFI and relative mtDNA copy number per cell of rumen epithelium (mtDNA/nDNA). Correlation coefficient (r) = 0.21, *p*-value = 0.03

## Discussion

Improving cattle feed efficiency could greatly reduce feed expense and increase profit for producers. Our study of steers divergent in feed efficiency as evaluated by RFI showed that L-RFI individuals are more feed efficient compared to H-RFI individuals because they were able to consume 3.82 kg less dry matter per day for similar growth, body weight, and carcass weight. These results coincide with those of others, which found that selection of L-RFI steers with 3.77 kg per day lower feed intake than H-RFI steers may lead to savings of $45.60 per head over a 120-day finishing period and there was no correlation of RFI with growth, body weight and carcass weight [4]. The difference in feed consumption between L- and H- RFI steers for similar production illustrates that differences may exist in the efficiency of feed conversion into energetic substrates, absorption, energy production, and in the distribution of energy for growth, maintenance, and activity requirements. Ruminants utilize the substrates produced by the rumen microbes for their growth. Studies have shown that the rumen microbial community differs between L- and H- RFI steers and may impact feed digestion and fermentation [43]. Although, the rumen microbial community has been associated with divergence in RFI, it is unknown whether there are differences in the rumen tissue that contribute to variation in RFI.

Our study found that 47.5 % of the core genes among the rumen epithelial tissues of beef steers are involved in metabolic processes. Indeed, the rumen epithelium was known to be highly metabolic because it contains a high density of mitochondria in the stratum basale layer [44] and metabolizes a large proportion of absorbed SCFAs [45]. Through hierarchical clustering, we found that the whole transcriptome profiles of the rumen epithelial tissues of H-RFI (inefficient) steers did not cluster together while all L-RFI (efficient) steers did. This indicates that the rumen epithelial transcriptome of H-RFI animals are more variable and there are similarities among the gene expression profiles of L-RFI animals that may be associated with higher feed efficiency.

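In the deposited libraries, the mean Euclidean distance between 2 libraries was 91.15 within H-RFI and 91.9 within L-RFI, and 86.6 between the groups. The difference, H-RFI minus L-RFI, was -0.742 (9 libraries per group, exact two-sided permutation test, p = 0.969). It was -5.38 without steer 271 (p = 0.788 from the same exact test), and with the groups of the sample labels it changed direction, to 37.4 (7 against 11 libraries, exact permutation test, p = 0.24). In L-RFI, steer 47 had a mean distance to the other libraries of 167.8, against 104.0 for the next library. In H-RFI, steer 155 had 153.3, against 92.45 for the next. Neither was left out on its own, so the sign of the difference may rest on either of them. Each library's mean distance to the others differed between L-RFI and H-RFI by 1.66, 18.5 and -19.3 in the sets coded 01, 03 and 12 (exact permutation tests, p = 0.657, 1.0 and 0.8).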

We speculated that there was greater expression of genes involved in absorption of SCFAs from the rumen of L-RFI animals. However, we did not find evidence of differences in the expression of known or candidate SCFA transporters belonging to solute carrier (*SLC*) gene families such as *SLC4A*, *SLC16A* (monocarboxylate transporters), *SLC21A*, *SLC22A*, or *SLC26A* [19] between the L- and H- RFI animals in this study (data not shown). Although we did not observe differences in the expression of genes encoding SCFA transporters, our results do show evidence of differences in the expression of genes that are associated with paracellular permeability, which may impact simple diffusion of SCFAs and other nutrients. For example, there were 14 genes up-regulated in the L-RFI epithelium involved in the adherens junction pathway, which is important in modulating cell-cell adhesion [46, 47]. These genes encoded the plasma membrane cell adhesion molecules (*CAM*s), E-cadherin and nectin, as well as intracellular regulators of these molecules such as *p120ctn*, *v-Src*, *IQGAP1*, and *ACTB*. CAMs require attachment to the actin cytoskeleton in order to mediate cell adhesion [48]. Additionally, the E-cadherin CAM requires interaction with a key regulator, p120ctn, in order to promote strong adhesion between cells [49]. In our study, the L-RFI epithelium had increased expression of the *p120ctn* regulator, however, there was also increased expression of negative regulators such as *v-Src* and *IQGAP1* that promote weak adhesion. Furthermore, we found several DE genes that were up-regulated in the L-RFI epithelium encoding Dynamin-2 (*DNM2*), Hepatocyte growth factor-regulated tyrosine kinase substrate (*HGS*), and cytoskeletal components (Beta-actin (*ACTB*), Tubulin beta-5 (*TUBB5*), and Tubulin alpha-4a (*TUBA4A*)) that are involved in remodeling of epithelial adherens junctions. This suggests there is increased regulation of intercellular adhesion strength in the L-RFI epithelium. We also found that regulation of the actin cytoskeleton was a pathway that was up-regulated in the L-RFI epithelium. The regulation of intercellular adhesion strength and the actin cytoskeleton are vital to many processes such as cell migration, tissue remodeling, and maintenance of tissue integrity [50]. Indeed, we found up-regulated DE genes (*RHOG*, *CFL1, ACTB*, *MYL12B*, *GNB1*, *GNB2*, *MAPK1*) in the L-RFI epithelium involved in several important signaling pathways regulating cell migration including signaling by Rho family GTPases, RhoGDI, and Ephrin B that mediate their effects on cell migration though modulation of intercellular adhesion and regulation of the actin cytoskeleton [51–53]. Overall, the increased expression of genes related to modulation of intercellular adhesion strength, cytoskeletal organization, and cell migration signaling pathways suggest there is greater cell mobility and dynamic remodeling within the L-RFI epithelium, which may create gaps between cells resulting in greater paracellular permeability for the absorption of nutrients. Therefore, the L-RFI epithelium may potentially have increased paracellular permeability to maximize nutrient absorption in order to compensate for lower feed intake/substrate availability. Future studies are needed to examine the intercellular spaces, cell migration, and nutrient absorption in the rumen epithelium to determine whether they are truly different between steers divergent in RFI.

In addition to greater cell mobility and dynamic remodeling, further evidence from our transcriptome analyses results support that the rumen epithelium of L-RFI animals may have greater tissue morphogenesis compared to H-RFI animals. Tissue morphogenesis is a process that involves changes to the number, shape, size, position, and gene expression of cells in order to develop and maintain a tissue [54]. For instance, we found up-regulation of functions such as cellular growth, proliferation, and death in the L-RFI epithelium, which may indicate increased cell turnover. There was also up-regulation of protein synthesis, degradation, folding, transport, and post-translational modification processes that suggest increased protein turnover. Future studies to measure rumen papillae density/surface area or rumen volume are necessary to determine whether the L-RFI epithelium has increased tissue morphogenesis and permeability due to a larger surface area to volume ratio. Greater tissue morphogenesis suggests that the L-RFI epithelium may have greater cell growth and proliferation. This may be due to increased paracellular permeability causing the epithelial cells to be exposed to nutrients at a faster rate.

It is speculated that the difference in the expression of genes involved in tissue morphogenesis could be also associated with the variation in nutrient availability and flux. L-RFI animals had lower feed intake, suggesting that these animals may have lower microbial products available for the animals. However, it has been reported that L-RFI animals tended to have a greater concentration of total SCFAs (*p* = 0.059) in the rumen fluid with significantly greater concentrations of butyrate (*p* < 0.001) and valerate (*p* = 0.006) [43]. High concentrations of nutrients are associated with changes in the rumen epithelium such as extensive sloughing of surface epithelial cells, and increased cell migration and proliferation [55, 56]. Although the concentration of ruminal SCFAs was not measured for this study, the lack of difference in the expression of genes associated with SCFA oxidation and ketogenesis between L- and H- RFI suggest that the groups of animals may have similar SCFA levels in the rumen, although low RFI animals eat less. On the other hand, in L-RFI animals, nutrient flux may have been increased to maximize absorption because they have less substrate availability by consuming less feed. Regardless, future studies are needed to measure rate of nutrient absorption as well as the concentration of nutrients in the rumen content and epithelium to define their roles in affecting rumen tissue gene expression and in relation to RFI.

While there was no difference in the expression of SCFA metabolism genes, we found up-regulation of genes in the L-RFI epithelium involved in energy generating pathways such as glycolysis, TCA cycle, and oxidative phosphorylation. The majority of cellular energy, in the form of ATP, is generated through oxidative phosphorylation within the mitochondrial inner membrane [57]. Our results on increased expression of genes encoding mitochondrial proteins involved in oxidative phosphorylation in the L-RFI epithelium suggest that efficient steers may have increased energy production in the rumen epithelium. This may also indicate higher mitochondrial activity and/or greater mitochondrial genome copy numbers in the rumen epithelium of L-RFI steers compared to H-RFI steers. RFI was positively correlated (*r* = 0.21, *p* = 0.03), although very weakly, to the mitochondrial genome copy number per cell of the epithelium. Although there were fewer mitochondrial genomes in L-RFI animals, we observed increased expression of mitochondrial genes such as oxidative phosphorylation genes. This suggests that there is greater transcription from less genomes in the mitochondria of L-RFI animals. While we could not directly measure mitochondrial activity in our study, others have reported a more rapid rate of oxidative phosphorylation in the mitochondria of skeletal muscle and the liver in L-RFI beef cattle [58, 59]. We speculate that the mitochondria in the L-RFI rumen may also have the same capability, which needs to be further studied. Overall, increased expression of glycolytic and oxidative phosphorylation genes in the L-RFI epithelium suggests increased energy production that provides a resource for the increased tissue morphogenesis occurring to maintain barrier integrity in the L-RFI epithelium, which is an energetically expensive process. Although expensive, we speculate the L-RFI animals have enough energy for other processes throughout the body although they eat less. Future studies on examination of epithelial metabolism and whole body energy balance are needed to support our speculation.

Additionally, our study showed significant enrichment of genes in the L-RFI epithelium associated with acetylation, which is a post-translational modification process. These genes were involved with various processes such as protein synthesis, protein degradation, cytoskeletal organization, metabolism of energetic substrates, and stress response. This suggests that acetylation modulates genes belonging to a wide range of cellular processes. Acetylation is known to be a metabolically sensitive protein modification process [60]. It is known that approximately 35 % of all mitochondrial proteins are acetylated and the majority of these acetylated proteins are involved in energy metabolism [61]. The expression level of genes encoding proteins that have the potential to become acetylated could be an indicator of the level of energy metabolism occurring within animals. Our results on the increased expression of mitochondrial and metabolic genes suggest greater activity of the enzymes and more energy flow in low RFI animals.

## Conclusions

The RNA-seq based transcriptome analysis showed increased expression of genes in the L-RFI epithelium involved in modulation of adherens junctions, cytoskeletal organization, and cell migration signaling pathways that may cause large intercellular gaps and result in greater paracellular absorption of nutrients. Also, the L-RFI epithelium showed increased tissue morphogenesis as characterized by increased expression of genes involved in cell and protein turnover, modulation of intercellular adhesion strength, and cell migration, which may be due to increased absorption rate or a larger surface area to volume ratio. There was no difference in SCFA metabolism; however, there was increased expression of genes associated with glycolysis and oxidative phosphorylation in the L-RFI epithelium suggesting greater energy production. The increase in energy production provides a resource for the dynamic processes involved in maintaining tissue barrier integrity. A limitation of this study was that the epithelial tissue used for RNA-seq was obtained from only one location within the rumen. Pooling epithelial samples from multiple locations in the rumen is recommended to provide a better representation of the host transcriptome. Also, the epithelial tissue was acquired from animals only after slaughter. The transcriptome within animals may vary throughout their life and therefore it would be optimal to obtain epithelial samples from live animals through biopsy at various time points throughout the day and at different ages of the animal. Another limitation was that rumen size/volume and tissue morphology (i.e. rumen papillation parameters) was not examined, and the concentration and absorption of ruminal SCFAs could not be measured. Future work is needed to determine whether feed efficient steers truly have increased simple diffusion of SCFAs through the rumen wall, increased tissue morphogenesis, and increased energy production for the epithelium and for whole body energy use.

Regardless, this is one of the first efforts to study rumen epithelium in terms of its function and role in feed efficiency and our results suggest that the rumen epithelium may contribute to variation in RFI through differences in the expression of genes that affect the paracellular transport of nutrients, tissue morphology, and mitochondrial function. This provides a fundamental understanding on how host gene expression profiles are associated with RFI, which could potentially lead to identification of biomarkers for selection and improvement of cattle feed efficiency.

## Additional files

Additional file 1: RFI values of animals selected for transcriptome analysis. (DOCX 36 kb) Additional file 2: Phenotypic measures of the animals used for transcriptome profiling analysis. (DOCX 52 kb) Additional file 3: List of 122 genes DE in the rumen epithelial tissues between L- and H- RFI animals. 

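Additional file 3 gives, for each of the 122 genes, its Ensembl identifier, the ratio of its expression in L-RFI to that in H-RFI and the adjusted p-value from DESeq2, and all 122 identifiers are in the deposited files. The log2 fold changes of the genes past the filter had a correlation of r = 0.256 (Spearman's rho = 0.208) with those of Additional file 3, which is across genes, and genes are not independent replicates. Under the alternatives r was lowest with the groups of the sample labels (-0.134) and highest with RFI as a continuous covariate (0.386). The CPM in this paragraph are those before TMM scaling. In 6 of the 122 genes the median over the 18 libraries was below 1 CPM. KRT14 (ENSBTAG00000007583), a keratin gene listed with a ratio of 1.47, had a median of 0.378 CPM and at most 1.03 CPM, from 88 reads in the 18 libraries together. LYPD3 (ENSBTAG00000018077), listed with a ratio of 1.38, had a median of 4.94 CPM.

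**Figure D2:**
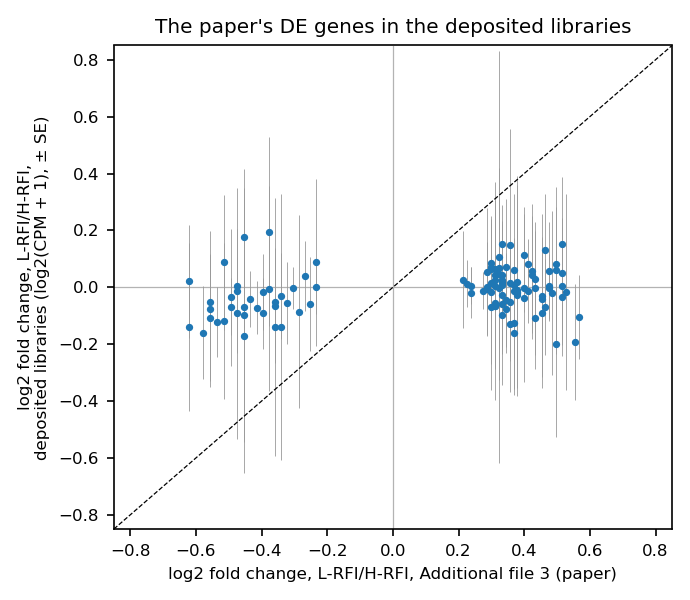
Log2 fold changes of the 116 genes in the deposited libraries (y axis, log2(CPM + 1) scale, with standard errors) against the paper's log2 fold changes from Additional file 3 (x axis), 1 point per gene, with the dashed line marking equal values. The values from the deposited libraries lie between -0.199 and 0.195.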

(DOCX 145 kb)

# Supplementary material for: Transcriptome profiling of the rumen epithelium of beef cattle differing in residual feed intake
**Source:** BMC Genomics. 2016 Aug 9;17:592. doi: 10.1186/s12864-016-2935-4
**Supplement:** Additional file 1: — RFI values of animals selected for transcriptome analysis.

| Animal ID | RFI |
| --- | --- |
| 317 | -2.33 |
| 205 | -2.22 |
| 47 | -2.13 |
| 271 | -2.04 |
| 33 | -2.01 |
| 23 | -1.60 |
| 409 | -1.57 |
| 451 | -1.54 |
| 299 | -1.40 |
| 201 | 1.32 |
| 219 | 1.52 |
| 105 | 1.63 |
| 155 | 1.74 |
| 455 | 1.75 |
| 115 | 2.10 |
| 55 | 2.10 |
| 11 | 2.16 |
| 51 | 3.23 |

# Supplementary material for: Transcriptome profiling of the rumen epithelium of beef cattle differing in residual feed intake
**Source:** BMC Genomics. 2016 Aug 9;17:592. doi: 10.1186/s12864-016-2935-4
**Supplement:** Additional file 2: — Phenotypic measures of the animals used for transcriptome profiling analysis.

| Trait | L-RFI group (efficient; n = 9) | H-RFI group (inefficient; n = 9) | p-value |
| --- | --- | --- | --- |
| RFI (kg/day) | -1.87 ± 0.34 | 1.95 ± 0.56 | <0.001 |
| DMI (kg/day) | 8.52 ± 1.14 | 12.38 ± 1.25 | <0.001 |
| MEI (Mcal/day) | 10.34 ± 1.38 | 15.02 ± 1.52 | <0.001 |
| BirthWT (kg) | 43.10 ± 5.10 | 43.89 ± 8.43 | 0.973 |
| WeanWT (kg) | 543.20 ± 50.19 | 585.33 ± 109.60 | 0.398 |
| MWT (kg) | 99.71 ± 4.52 | 104.2 ± 9.79 | 0.226 |
| EndWT (kg) | 543.73 ± 41.78 | 575.30 ± 63.47 | 0.231 |
| CWT (kg) | 298.98 ± 23.54 | 322.24 ± 28.05 | 0.083 |
| ADG (kg/day) | 1.73 ± 0.41 | 1.78 ± 0.15 | 0.696 |

Data are Mean ± SD

# Supplementary material for: Transcriptome profiling of the rumen epithelium of beef cattle differing in residual feed intake
**Source:** BMC Genomics. 2016 Aug 9;17:592. doi: 10.1186/s12864-016-2935-4
**Supplement:** Additional file 3: — List of 122 genes DE in the rumen epithelial tissues between L- and H- RFI animals.

*Fold change is gene expression in L-RFI relative to H-RFI

How the deposited data were processed for this re-analysis (not part of the article)

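RNA-seq libraries of rumen epithelium were deposited for 20 steers, 1 library per steer and none pooled. The groups were taken from Additional file 1, which lists 9 L-RFI and 9 H-RFI steers by number, and not from the sample labels, which give the opposite group for 6 of them. The 2 libraries outside that list, steers 281 and 345, entered no comparison between groups.

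The authors deposited CPM, made by aligning paired reads with TopHat2 and Bowtie2 to UMD3.1 (Ensembl annotation), counting reads per gene with HTSeq-count and dividing by the reads counted on all genes of the library, so that each library sums to 1000000. The sample labels describe another extraction kit and input amount than the Methods. From these values, whole reads were recovered by dividing each column by its smallest value above 0, and 100.0% of the values came out whole. The recovered reads per library are between 9622534 and 13960297. A value of 0 means that fewer than 3 reads, or between 0.215 and 0.312 CPM depending on the library, could not be excluded; this covers counting error only.

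The tests, the alternatives other than those named as added, the rule for the genes named and a list of cell type markers were set before the data were examined. The test of DE genes was planned for raw counts with edgeR's quasi-likelihood test. Because the files hold CPM, the main test was limma 3.58.1 (lmFit and eBayes with trend) on log2(CPM + 1) of TMM-scaled CPM in R 4.3.3, and the test planned for counts, edgeR 4.0.16 on the recovered reads, was run as an alternative and called 0 genes. TMM factors were between 0.685 and 1.138. The 14229 genes past filterByExpr (minimum count 10) were tested, with Benjamini-Hochberg adjustment and a threshold of 0.05. DESeq2 1.42.0 was run on the recovered reads, with and without a prior on fold changes, and provided the regularized log and variance stabilizing transformations. Surrogate variables came from sva 3.50.0. Single measures were compared by exact permutation over all 48620 splits in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and other permutation tests used 100000 permutations, or 20000 shuffles for the last digit of the column code. Principal components used the 500 genes with the largest variance. Co-expression modules were built by a re-implementation of topological overlap, average linkage and a dynamic hybrid branch cut without the reassignment stage (power 6, minimum size 20, merging at 0.15).

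The tests were tested on simulated data. Counts were drawn for the 14229 genes, each gene independently, from the means, totals and spread of the 18 libraries. In them, 200 genes were changed by factors of 2 or 3 in either direction. These were chosen only among genes above a set mean number of reads. Of the 200 genes, limma recovered 76% with 9 false calls, edgeR 78% with 8 and DESeq2 85% with 43. The network steps found all of 3 planted modules of 60, 50 and 40 genes among 1650 genes, and drew 27, 198 and 28 unrelated genes into them.

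The alternatives chosen in this way were DESeq2 in both forms, RLE size factors, no low-count filter, the groups of the sample labels, the 12 steers whose group is the same in both sources, leaving out steer 271, a surrogate variable and RFI as a continuous covariate, and for the other measures those named in the closing section. Added after seeing the data were edgeR on the recovered reads, a pseudocount of 0.1 for the DE genes, the middle digits of the column code as a covariate (with limma, and with edgeR on the recovered reads) and, for the turquoise genes of Table 7, ACTB as a further gene. The genes named are those the paper names in its Results, Tables 2, 3, 4 and 7, Fig. 5 or Discussion whose identifier Additional file 3 gives; values are given for those of Tables 3, 4 and 7 and the rest are summarised. The rule also asked for the genes with the smallest adjusted p-values, but all adjusted p-values were 1, so it chose none. KRT14, LYPD3 and KDR come from the list of markers, of which only these 3 of 48 had an identifier.

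Gene symbols were taken only from the paper's tables, because 0 of the identifiers in the files occur in the reference gene table used here (assembly ARS-UCD2.0). For this reason the sets planned by symbol, namely the SCFA transporter families, SCFA oxidation and ketogenesis genes, oxidative phosphorylation, mitochondrially encoded, ribosomal protein and proteasome genes, were not analysed here, nor were gene length and GC content. The qPCR, mitochondrial DNA copy number, DAVID, PANTHER and Ingenuity results were not analysed here. MYL12B of Table 3 is not in Additional file 3 under that symbol and was left out. Reads of close paralogs (such as actin and tubulin genes) were assigned by the authors' counting and their values are uncertain where it split them. Some other genes that the paper names are not reported here.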

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

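The tests in this part were chosen after the results were seen, apart from those on the reads, the RFI groups and the highest genes of the 3 sets of libraries.

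The middle digits of the column code split the 20 libraries into sets of 8 (coded 01), 6 (coded 03) and 6 (coded 12), a column of the deposited files that the paper does not describe. Of 14736 genes tested with limma, 7836 (53.2%) had an adjusted p-value below 0.05 between the 3 sets, while the letter of the code gave 0 genes (46 at an unadjusted p-value below 0.05) and the last digit gave 6. In 2 of 100 regroupings of the 20 libraries, the real one included, as many genes passed, and only 6 of the drawn ones gave any gene at all. The number of reads did not differ between the sets (permutation test, p = 0.57), and the sets did not differ in their share of L-RFI libraries (4 L-RFI and 4 H-RFI, 3 and 2, and 2 and 3; exact permutation test, p = 1.0). The share of counts in the 5 highest genes did differ between the sets (permutation test, p = 0.00182), from 4.61 to 5.64% in the first, 4.15 to 5.77% in the second and 3.95 to 4.56% in the third. A difference in the make-up of the counts, such as a library or sampling batch, therefore remains a candidate explanation, and no biological explanation was tested, since the meaning of the code is not known. The pattern was found and tested on the same libraries.

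The libraries of steers 281 and 345, which the paper does not report on, had 17110 and 16578 genes with at least 1 read from 9622534 and 11853476 reads. The library nearest to steer 281 was that of steer 33 (r = 0.9944) and the library nearest to steer 345 that of steer 155 (r = 0.9932), on log2(CPM + 1) values over all genes. The sample labels give low RFI for both, but the 2 steers are not in Additional file 1, so this could not be compared with the paper, and no explanation was tested.

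In 48 groups of 9 libraries, 4 had a sample whose gap to its neighbour, as a share of the group's range, was above Dixon's 95% critical value, where chance gives about 2.4. They come from 2 libraries. Steer 47 stood apart from the other L-RFI libraries on PC2 (0.698 of the range; score 21.1 against 0.764 for the next), in its mean distance to the other libraries (0.658; 167.8 against 104.0) and in TECR (0.512; 155.0 CPM). Steer 155 stood apart from the other H-RFI libraries in its mean distance to the others (0.736; 153.3 against 92.45). Neither library stood apart from its group by this measure in the number of reads or in the share of counts in the 5 highest genes. The TECR value is after TMM scaling, and before scaling no library exceeded 106 CPM. No explanation was tested for these 2 libraries.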

How the results depend on the processing

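The number of DE genes, up-regulated DE genes and down-regulated DE genes was 0 under all 13 alternatives tried, 9 of them planned and 4 added after seeing the data. The number of genes with an unadjusted p-value below 0.05 was between 27 (the 12 steers whose group is the same in Additional file 1 and the sample labels) and 298 (1 surrogate variable), against 61. For the number of genes expressed per sample, the difference kept its sign and stayed within the spread in the 5 alternatives tried, from 8.96 to 56.9 genes.

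The direction changed for some measures, all of them far from the threshold on both sides. The PC1 difference was 0.655 with the variance stabilizing transformation, 0.0609 with all genes past the low-count filter and 2.54 with the groups of the sample labels, against -0.0557. The difference in mean distance within the groups was 37.4 with the groups of the sample labels, against -0.742. The difference for the 4 turquoise genes of Table 7 was 0.0123 without steer 271 and 0.00259 in the 12 steers, against -0.00477. In an alternative added after seeing the data, it was 0.00907 with ACTB of Fig. 5 added. The difference for the module eigengene was -0.0149 without steer 271, against 0.00174. That eigengene rose with PC1 (r = 0.99), whereas the 4 genes fell with PC1, so opposite signs of these measures are the same direction. The cause of these changes of direction was not tested.

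For the 17 named genes, 183 of the 221 combinations with an alternative were counted as keeping the direction and 38 as reversing it. In 0 of the 221 was the unadjusted p-value below 0.05. Counted as kept were SLC25A39 with the groups of the sample labels (-0.0, against 0.044) and COX8A with RFI as a continuous covariate (0.0, against -0.051). Both round to 0, so neither can be said to have kept its direction. The reversed log2 fold changes were TPI1 -0.039, PKM2 0.099, COX8A 0.029, ATP6AP1 -0.069, ATP6V0D1 -0.061, TECR -0.151, ACTB -0.069, TUBA4A -0.026, HGS -0.029, CFL1 0.086, GNB1 0.022 and GNB2 -0.058 with the groups of the sample labels. In the 12 steers they were PKM2 0.09, COX8A 0.02, ATP6AP1 -0.037, TECR -0.055, HGS -0.028, CFL1 0.079, GNB1 0.018 and GNB2 -0.001. Without the low-count filter they were TPI1 -0.003, ATP6AP1 -0.004, TUBA4A -0.003 and HGS -0.001, and without steer 271 TUBB5 -0.005, DNM2 -0.016 and HGS -0.002. With RFI as a continuous covariate they were DNM2 -0.017, HGS -0.004 and CFL1 0.025, and with the middle digits of the column code as a covariate DNM2 -0.015, HGS -0.007 and CFL1 0.004 with limma and DNM2 -0.019, HGS -0.009 and CFL1 0.008 with edgeR. DESeq2 with its current defaults gave ATP6AP1 -0.001, and DESeq2 with a prior gave ATP6AP1 -0.001. The cause was not tested.

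With power 12, no module held any of the 4 turquoise genes of Table 7, so that alternative gives no eigengene. The correction for gene length and GC content and the sets planned by gene symbol were not run, since the identifiers in the files could not be joined to an annotation. No paired analysis was possible because each steer is its own replicate and no replicate is shared between the groups. The depth of 9622534 to 13960297 counted reads per library limits what can be said of genes below about 3 reads, and the spread between libraries limits fold changes of the size the paper reports, as the simulation under the other observations shows.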

Differences from the paper's values

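The paper reports 122 DE genes, of which 85 were higher and 37 lower in L-RFI, and the deposited libraries gave 0, 0 and 0 (61 genes at an unadjusted p-value below 0.05). None of the alternatives set before the data were examined closed the gap, and neither did the 4 that were added after seeing the values.

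For the 6 genes of glycolysis and oxidative phosphorylation, the paper's fold changes (L-RFI/H-RFI) are 1.24 for TPI1, 1.23 for HK1, 1.30 for PKM2, 1.28 for COX8A, 1.39 for ATP6AP1 and 1.26 for ATP6V0D1. The deposited libraries gave 1.003, 1.046, 0.988, 0.965, 1.003 and 1.017. A gap counted as closed only where the log2 fold change had the paper's sign and lay within a standard error of the paper's. By this narrow rule, none of the alternatives set before the data were examined closed the gap for any of the 6 genes. Neither did the 4 that were added after seeing the values. The standard errors of TPI1 (0.246) and ATP6V0D1 (0.185) are wide enough that the paper's fold changes of these genes are not excluded here.

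The first principal component holds about 17% of the variance in Fig. 2, read by eye, and 66.7% in the deposited libraries. It held 75.9% with the variance stabilizing transformation, 72.8% with all genes past the low-count filter and 69.6% without steer 271, so none of these alternatives set before the data were examined closed the gap.

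The paper states 41991418 ± 6835817 (SD) paired reads generated per sample. The deposited libraries hold 11913180 ± 990971 (SD, n = 18) reads counted on genes, which is a later step of the processing, and no alternative applies to this value.

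The paper states that more genes were expressed in H-RFI than in L-RFI samples. The deposited libraries had 17182 genes in L-RFI and 17141 in H-RFI, and none of the alternatives set before the data were examined reversed this. The paper describes the L-RFI samples as grouped together in the PCA and the clustering tree, and steer 271 as apart from the rest. In the deposited libraries, the smallest branch with all 9 L-RFI libraries held all 18, and the library of steer 271 ranked 13 of 18 from the farthest by its mean distance to the others. The paper describes the H-RFI samples as the more variable ones. Here the mean distance was 91.15 within H-RFI and 91.9 within L-RFI, and with the groups of the sample labels the difference took the paper's direction (37.4). Steers 47 (L-RFI) and 155 (H-RFI), each far from the other libraries, were not left out on their own. The paper states greater expression of the turquoise genes in L-RFI. The difference for the 4 of Table 7 with a known identifier was -0.00477. It took the paper's direction without steer 271 (0.0123), in the 12 steers with the same group in both sources (0.00259) and with ACTB of Fig. 5 added (0.00907), which was chosen after seeing the values. The paper lists PKM2, COX8A, CFL1 and GNB1 as up-regulated in L-RFI. Their log2 fold changes were -0.017, -0.051, -0.027 and -0.018, and the settings in which each was positive are listed with their values under the dependence on the processing. For all listed genes tested with limma, 41 of the 80 that the paper gives as up-regulated and 28 of the 36 it gives as down-regulated had the paper's direction. Both lists together gave 59.5%. Under the alternatives this share was between 37.9% (groups of the sample labels) and 70.7% (RFI as a continuous covariate). It was 63.9% with DESeq2 and 66.4% with edgeR. The up-regulated genes with the paper's direction were then 28 of 80, 54 of 80, 53 of 85 and 53 of 80, in the same order.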

Other observations

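The tests of power, of the 2 covariates, of the reads at 4 times the depth, of the random gene lists and of PC1 against the reads were set before their results were seen; the other tests in this part were chosen afterwards.

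A first hypothesis is that the deposited libraries may not be the ones from which the paper's list of DE genes was made. For each of the 122 listed genes, the reads in the 18 libraries together were compared with the number needed for the paper's fold change to reach a p-value of 0.05 with counting error alone. 5 of the 122 genes had too few, and the gene with the fewest had 10 reads where 156 were needed. With 4 times as many reads at the same CPM, 2 genes would still have had too few. The paper's version of DESeq2 by default shrinks fold changes toward 0, most of all for genes with few reads, so the numbers needed are too high if the printed fold changes are shrunken ones, and the counts of 5 and 2 genes cannot tell for or against the hypothesis or a lower depth. Here such a prior lowered the median absolute log2 fold change of the listed genes from 0.061 to 0.028. The number of genes expressed does not point one way. It was above the paper's mean plus 1 SD in 9 of the 9 L-RFI libraries and in 0 of the 9 H-RFI libraries. The lowest H-RFI library, with 16479 genes, was still above the paper's H-RFI mean of 16239. Genes with reads in every library (14722 against the paper's 11284) and in at least 9 libraries (17188 against 14916) were also more. The total over all 18 libraries was 20009, below the paper's 22338. KRT14, a marker of basal keratinocytes from the list of markers, had a median of 0.378 CPM before TMM scaling, with 15097 genes above it. KDR, a marker of endothelium on the same list, had 38.9 CPM. A different annotation or way of counting for these genes could not be tested, because 0 of the identifiers could be placed on the reference, so the hypothesis cannot be told apart from that explanation. A swap of libraries among the 18 steers would leave these totals as they are.

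A second hypothesis concerns PC1, which held 66.7% of the variance. The genes that the paper lists as up-regulated in L-RFI fell with PC1 (64 of 80 genes with r below 0, median r = -0.89) and those listed as down-regulated rose with it (27 of 36 genes with r above 0, median r = 0.85). The probability that an up-regulated gene ranked above a down-regulated one was 0.173, and 0 of 10000 pairs of random gene lists matched on mean expression lay as far from an even split (permutation p = 0.0001, the smallest they can give). Random lists do not keep how the genes of a list vary together, so p-values from them treat genes as independent. PC1 itself did not differ between L- and H-RFI (exact permutation test, p = 0.994), and it was not related to the number of reads beyond chance (r = 0.36, permutation p = 0.14; rho = 0.4, p = 0.11; r = 0.19 without the 2 farthest libraries). PC1 did differ between the sets of libraries by the middle digits of the column code (permutation p = 0.00101), from 1.98 to 14.9 in the set coded 01, -31.9 to 12.0 in 03 and -29.5 to 1.56 in 12. After the mean of each set was taken out, the probability was 0.198 and again 0 of 10000 pairs of random lists lay as far from an even split (permutation p = 0.0001, the smallest they can give), so differences between these sets alone would not account for the pattern. The paper's list may therefore follow an axis of variation between libraries that also dominates here without relation to RFI. A batch behind the column code remains a candidate source of part of this axis. RNA quality is another and was not tested, since gene lengths were not used here, so the pattern cannot be told apart from it.

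The count of 0 DE genes (61 at an unadjusted p-value below 0.05, where 711 would be expected for independent genes) was examined for its cause. When the paper's fold changes were planted in 116 listed genes of counts simulated with the spread of these libraries, limma recovered 0%. Of these genes, 55 had an unadjusted p-value below 0.05 (limma). Limma did recover 76% of changes by factors of 2 or 3, planted in genes above a set mean number of reads. The paper's fold changes were not planted for DESeq2 or edgeR. In the deposited libraries, 0 of the 116 genes had an unadjusted p-value below 0.05, and their median absolute log2 fold change was 0.054 against the paper's 0.372. Low power would leave changes of the paper's size without an adjusted call. Whether it would also account for changes as small as these cannot be told from the simulation, where genes were drawn independently. Here the listed genes vary together along PC1 (median r = -0.89 for those listed as up-regulated and 0.85 for those listed as down-regulated). The 55 and the 0 genes can therefore not be compared as counts of independent genes. If the paper's fold changes are shrunken ones, those planted were smaller than the unshrunken ones, and the power is understated. Neither the middle digits of the column code as a covariate (0 genes, 127 unadjusted) nor 1 surrogate variable (0 genes, 298 unadjusted) brought any gene past the threshold. A swap of libraries among the 18 steers was not tested and also remains open as a cause. Of 100 splits of the 18 libraries into 9 and 9, the real one included, all 100 gave as many DE genes, which a count of 0 fixes in advance and which shows nothing about its cause, 90 gave as many genes at an unadjusted p-value below 0.05, and 2 gave more than 0 DE genes, with up to 7474. The direction of the paper's fold changes was shared by 59.5% of the 116 listed genes, and 83 of the 100 splits gave as large a share in one direction or the other, with a median of 70.3%.

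Sorted by steer number, the 20 libraries are also in alphabetical order of their column codes. The sample labels give high RFI to the 11 lowest steer numbers and low RFI to the 9 highest. Whether each library belongs to the steer whose number it carries could not be tested. Libraries with the same 3 digits in the code but another letter were not closer than chance within the sets. Their mean distance was 66.9 over 13 pairs, against 72.1 for other pairs with the same middle digits (permutation of the last digit, p = 0.441) and 100.6 for pairs with other middle digits.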
